# CGRP sensory neurons promote tissue healing via neutrophils and macrophages

**DOI:** 10.1038/s41586-024-07237-y

**Published:** 2024-03-27

**Authors:** Yen-Zhen Lu, Bhavana Nayer, Shailendra Kumar Singh, Yasmin K. Alshoubaki, Elle Yuan, Anthony J. Park, Kenta Maruyama, Shizuo Akira, Mikaël M. Martino

**Keywords:** Regenerative medicine, Neuroimmunology

## Abstract

The immune system has a critical role in orchestrating tissue healing. As a result, regenerative strategies that control immune components have proved effective^1,2^. This is particularly relevant when immune dysregulation that results from conditions such as diabetes or advanced age impairs tissue healing following injury^2,3^. Nociceptive sensory neurons have a crucial role as immunoregulators and exert both protective and harmful effects depending on the context^4–12^. However, how neuro–immune interactions affect tissue repair and regeneration following acute injury is unclear. Here we show that ablation of the Na_V_1.8 nociceptor impairs skin wound repair and muscle regeneration after acute tissue injury. Nociceptor endings grow into injured skin and muscle tissues and signal to immune cells through the neuropeptide calcitonin gene-related peptide (CGRP) during the healing process. CGRP acts via receptor activity-modifying protein 1 (RAMP1) on neutrophils, monocytes and macrophages to inhibit recruitment, accelerate death, enhance efferocytosis and polarize macrophages towards a pro-repair phenotype. The effects of CGRP on neutrophils and macrophages are mediated via thrombospondin-1 release and its subsequent autocrine and/or paracrine effects. In mice without nociceptors and diabetic mice with peripheral neuropathies, delivery of an engineered version of CGRP accelerated wound healing and promoted muscle regeneration. Harnessing neuro–immune interactions has potential to treat non-healing tissues in which dysregulated neuro–immune interactions impair tissue healing.

## Abstract (web summary)

Experiments in mouse models show that Na_V_1.8^+^ nociceptors innervate sites of injury and provide wound repair signals to immune cells by releasing calcitonin gene-related peptide (CGRP).

## Main

The design of successful regenerative medicine treatments requires leveraging the key factors that have pivotal roles in tissue healing. Modulating the immune system to promote tissue healing has demonstrated to be remarkably effective, since immune components coordinate a complex series of events that are critical for proper healing^1,2^. Unsurprisingly, the immune dysregulation that occurs as a consequence of ageing or conditions such as diabetes has a substantial negative effect on tissue healing and is often characterized by persistent inflammation at the injured site^2,3^. Another potentially important factor in tissue repair and regeneration is the nervous system. For instance, studies using neurotomy models have shown that peripheral nerves have an essential role in some animal species that are capable of regenerating tissues^13–16^. Other studies using nerve depletion in mouse, which are more specific to sensory neurons, have shown that nociceptive neurons and non-peptidergic C-fibres that express Gα_i_-interacting protein promote adipose tissue regeneration^17^ and skin repair after UV-induced damage^18^, respectively. Nociceptive sensory neurons (also referred to as nociceptors) are specialized primary sensory neurons that have nerve endings in tissues such as skin, muscles and joints. They detect and respond to noxious stimuli including temperature, chemicals and inflammatory mediators^19^. Nociceptors have been shown to be critical immunoregulators with both protective and harmful effects^4,20,21^. For example, nociceptors either diminish or exacerbate inflammation, enhance resistance to pathogens, or impede their clearance^5–12^. Therefore, given the immunomodulatory properties of nociceptors and the central role of the immune system in tissue repair and regeneration, we investigated the importance of peptidergic sensory neurons in tissue healing following acute injury, and examined whether neuro–immune interactions could be harnessed to promote tissue healing. Specifically, we used skin and muscle as relevant tissue models that are known to be innervated by nociceptors and in which repair and regeneration outcomes are considerably modulated by the immune system^1–3,22,23^.

## Tissue healing in the absence of sensory neurons

To determine the importance of sensory neurons during tissue healing after acute injury, we used the *Nav1.8*^*cre*^*/Rosa26*^*DTA*^ mouse. In this mouse, Na_V_1.8^+^ dorsal root ganglion (DRG) neurons, which mainly represent nociceptors involved in mechanical, cold and inflammatory pain, are ablated by the expression of diphtheria toxin fragment A^5,7,8,10,12,24^ (DTA). *Rosa26*^*DTA*^ littermates with intact Na_V_1.8-expressing sensory neurons were used as controls. As acute injury models, we selected full-thickness wounds in the dorsal skin^25,26^ and volumetric muscle loss injuries in quadriceps^23^. The absence of Na_V_1.8-expressing sensory neurons resulted in a significant delay in skin wound closure, which was evident through decreased epithelial migration, a reduced number of proliferative keratinocytes and wounds remaining largely open after six days (Fig. 1a,b and Extended Data Fig. 1a–g). Similarly, muscle regeneration was impaired in *Nav1.8*^*cre*^*/Rosa26*^*DTA*^ mice, which were characterized by increased fibrotic tissue and reduced muscle tissue formation (Fig. 1c,d and Extended Data Fig. 1h).

**Fig. 1:**
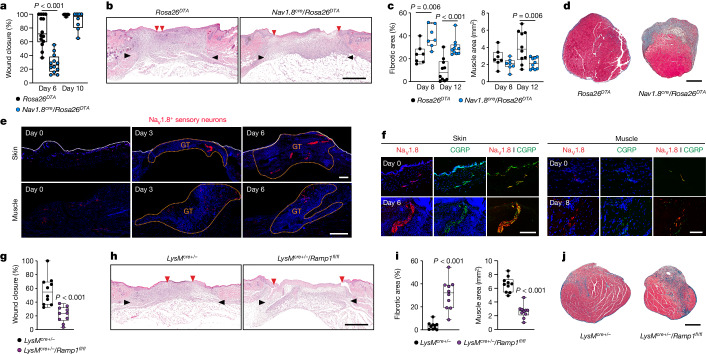
Na_V_1.8^+^ nociceptors that express CGRP mediate tissue healing via myeloid cells. **a**,**b**, Full-thickness skin wounds were created in denervated (*Nav1.8*^*cre*^/*Rosa26*^*DTA*^) mice and littermate controls (*Rosa26*^*DTA*^). **a**, Wound closure evaluated by histomorphometric analysis on day 6 and day 10 post-injury (*Rosa26*^*DTA*^ day 6, *n* = 14; *Nav1.8*^*cre*^/*Rosa26*^*DTA*^ day 6, *n* = 12; day 10, *n* = 8). **b**, Representative histology at day 6 post-injury. Black arrows indicate wound edges and red arrows indicate tips of epithelium tongue. Scale bar, 1 mm. **c**,**d**, Volumetric muscle loss was evaluated on quadriceps of *Nav1.8*^*cre*^/*Rosa26*^*DTA*^ and *Rosa26*^*DTA*^ littermate controls. **c**, Extent of muscle regeneration was evaluated by histomorphometric analysis on day 8 and day 12 post-injury (day 8, *n* = 7; day 12, *n* = 10). **d**, Representative histology at day 12 post-injury (fibrotic tissue is stained blue; muscle tissue is stained red). Scale bar, 500 μm. **e**, Distribution of Na_V_1.8^+^ sensory neurons (red) in skin and muscle of *Nav1.8*^*cre*^/*Rosa26*^*tdT*^ mice before and after injury. White lines indicate keratinocyte layers and nuclei are in blue. GT, granulation tissue area. Scale bars, 500 μm. The experiment was repeated independently four times. **f**, Expression of CGRP in skin and muscle before and after injury detected by immunohistochemistry. Scale bars: 500 μm (skin), 100 μm (muscle). The experiment was repeated independently four times. **g**–**j**, *Ramp1* deletion in myeloid cells using *LysM*^*cre*^^*+/−*^/*Ramp1*^*fl/fl*^ mice. *LysM*^*cre*^^*+/−*^ mice were used as controls. **g**, Wound closure was quantified on day 6 post-injury (*n* = 10). **h**, Representative skin histology. **i**, Muscle regeneration was quantified on day 12 post-injury (*n* = 10). **j**, Representative muscle histology. Boxes show median (centre line) and interquartile range (edges), whiskers show the range of values and dots represent individual data points. **a**,**c**, Two-way ANOVA with Bonferroni post hoc test for pairwise comparisons. **g**,**i**, Two-tailed Student’s *t-*test. *P* values are indicated. Source Data

Nociceptor terminals release neuropeptides in response to danger signals that include inflammatory cytokines commonly present in tissues after acute injury^27,28^. Thus, we investigated the distribution of Na_V_1.8^+^ sensory neurons during skin and muscle healing following acute injury. To visualize Na_V_1.8^+^ sensory neuron distribution and the neuropeptides that they express, we used *Nav1.8*^*cre*^/*Rosa26*^*tdT*^ mice where tdTomato fluorescent protein expression is restricted to Na_V_1.8^+^ sensory neurons. Tissue sections of *Nav1.8*^*cre*^/*Rosa26*^*tdT*^ uninjured skin and muscle showed Na_V_1.8^+^ sensory neuron distribution across the epidermis and dermis in skin and nearby connective tissues in muscle (Fig. 1e). Following skin and muscle injury, we observed that Na_V_1.8^+^ sensory neuron endings growing in clusters into the granulation tissue, thus establishing innervation within the injured area during the healing process (Fig. 1e and Extended Data Fig. 2a). Na_V_1.8^+^ neurons exhibited expression of calcitonin gene-related peptide (CGRP) and substance P, and no detectable expression of vasoactive intestinal peptide (VIP) or galanin (GAL) (Fig. 1f and Extended Data Fig. 2b–d). Similarly, in the DRG following both skin and muscle injuries, these neurons showed expression of CGRP and substance P in cell bodies (Extended Data Fig. 2e,f). Additionally, the absence of CGRP signal in *Nav1.8*^*cre*^*/Rosa26*^*DTA*^ mice pre- and post-tissue injury underscores the role of Na_V_1.8^+^ nociceptors as primary sources of CGRP during skin and muscle healing and suggests that nociceptor-derived CGRP has a pivotal role in these processes (Extended Data Fig. 2g,h).

## CGRP effect on injury immune cells

To investigate whether CGRP mediates neuro–immune interactions that drive tissue healing, we generated mice in which immune cells or non-immune cells were unable to respond to CGRP. Bone marrow cells deficient for RAMP1^29^, a co-receptor that is essential for CGRP signalling, were transplanted into γ-irradiated wild-type or *Ramp1*^*−/−*^ mice. Wild-type mice that received wild-type bone marrow cells or *Ramp1*^*−/−*^ mice that received *Ramp1*^*−/−*^ bone marrow cells were used as controls. Skin and muscle healing were severely impaired in wild-type mice reconstituted with *Ramp1*^*−/−*^ cells compared with those with wild-type cells. Similarly, transfer of *Ramp1*^*−/−*^ cells into *Ramp1*^*−/−*^ mice impaired healing, whereas wild-type cells rescued skin repair and muscle regeneration (Extended Data Fig. 3a–d). Considering that myeloid cells such as neutrophils and monocytes/macrophages constitute the majority of immune cells in injured tissues undergoing repair or regeneration and can represent up to 50% of the total wound cells^1,2,23,26^, we hypothesized that CGRP promotes tissue healing by modulating myeloid cells. To investigate this, we produced mice that lacked CGRP signalling in myeloid cells by crossing *LysM*^*cre*^ (*LyzM* is also known as *Lyz2*) mice with *Ramp1* floxed (*Ramp1*^*fl/fl*^) mice^30^. The *LysM*^*cre+/*^^−^/*Ramp1*^*fl/fl*^ mice displayed a significant reduction in skin wound closure and muscle regeneration, compared with *LysM*^*cre*^^+/−^ control mice (Fig. 1g–j). The extent of healing impairment, characterized by a significant delay in skin wound closure and compromised muscle regeneration with high level of fibrotic area, was indeed very similar to that observed in *Nav1.8*^*cre*^/*Rosa26*^*tdT*^ mice. Together, these results suggested that CGRP from Na_V_1.8^+^ sensory neurons promotes tissue healing via myeloid cells. In addition, CGRP treatment in vitro had no significant effect on the proliferation of key cell types involved in skin and muscle healing, including fibroblasts, keratinocytes, myoblasts and endothelial cells (Extended Data Fig. 3e). Further supporting this observation, we found that keratinocytes and myoblasts have low expression levels of either *Ramp1* or calcitonin receptor-like receptor (*Calcrl*), which together form the CGRP receptor complex (Extended Data Fig. 3f). Finally, Na_V_1.8^+^ nociceptors in granulation tissue were found to be surrounded by CD11b^+^ myeloid cells, which consist mainly of neutrophils and monocytes/macrophages in the context of tissue healing after acute injury (Extended Data Fig. 3g).

To gain insights into the effect of Na_V_1.8^+^ sensory neurons on immune cells during tissue healing, we analysed immune cell dynamics in injured tissues by flow cytometry. We focused on neutrophils, monocytes/macrophages, dendritic cells and T cells, because they constitute the predominant immune populations during tissue healing^1,2,23,26^ (Extended Data Fig. 4a,b). Compared with control mice, *Nav1.8*^*cre*^/*Rosa26*^*DTA*^ mice exhibited an increased number of neutrophils and pro-inflammatory Ly6C^hi^ monocytes/macrophages in skin and muscle 3 days post-injury (Fig. 2a). Similarly, macrophages in *Nav1.8*^*cre*^/*Rosa26*^*DTA*^ mice showed a delayed polarization towards an anti-inflammatory and pro-repair (M2-like) phenotype in both tissues, characterized by a lower expression of CD206, a well-established M2-like macrophage marker, at later stages of the healing process (Fig. 2a). Although the total number of monocytes/macrophages observed 3 days post-injury in the skin was higher in *Nav1.8*^*cre*^/*Rosa26*^*DTA*^ mice compared with controls (Fig. 2a), this phenomenon was not evident in muscle, a difference that may be attributed to either the lower density of Na_V_1.8^+^ nociceptors in injured muscle or variations in the dynamic accumulation of monocytes/macrophages between the two tissues. In both skin and muscle tissues, no major differences were observed in dendritic cells except for a lower number in the skin of *Nav1.8*^*cre*^/*Rosa26*^*DTA*^ at a late time point (day 10 post-injury). However, some variations were noted in the counts of CD4 T cells, γδ T cells and cytotoxic (CD8) T cells 3 days post-injury (Extended Data Fig. 4c). Nevertheless, although these cell populations are recognized for their role in modulating tissue healing, their proportions were considerably lower in both *Rosa26*^*DTA*^ and *Nav1.8*^*cre*^/*Rosa26*^*DTA*^ tissues. They constituted 20–50 times fewer cells compared with neutrophils and monocytes/macrophages in skin and muscle, respectively (Extended Data Fig. 4d). Thus, although CGRP signalling on T cells may affect tissue healing to some extent, the profound impairment of tissue healing upon conditional *Ramp1* knockout in myeloid cells suggests nociceptor-derived CGRP promotes tissue healing after acute injury primarily by influencing myeloid cells (Fig. 1g–j). Overall, the data demonstrated that the absence of nociceptors resulted in an increase in neutrophils and inflammatory monocytes/macrophages. This in turn delayed the transition towards an anti-inflammatory and pro-repair phase^1,2,26^, leading to impaired tissue healing. Of note, these findings align with previous reports showing that nociceptor ablation leads to an increased local accumulation of neutrophils after skin^5,8^ and lung^9^ infection, as well as neutrophils and inflammatory macrophages in colitis^10^ and brain infection^12^.

**Fig. 2:**
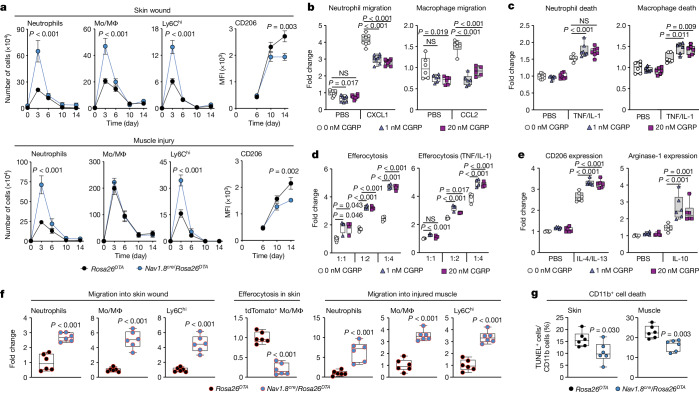
CGRP regulates myeloid cell function during tissue healing. **a**, Analysis of neutrophil and monocyte/macrophage (Mo/Mϕ) populations by flow cytometry during tissue healing. Geometric mean of fluorescence intensity (MFI) of CD206 in macrophages was used to assess M2-like polarization. Data are plotted in kinetic line plots showing mean ± s.e.m. Skin: day 0, day 6 and day 10, *n* = 20; day 3, *n* = 22; and day 14, *n* = 12. Muscle: day 0, *n* = 16; day 3, *n* = 20; day 6, day 10, *n* = 18; and day 14, *n* = 10. **b**–**e**, Neutrophils and macrophages were treated with saline (PBS, 0 nM CGRP) or CGRP (1 or 20 nM). Results are expressed as fold change over the PBS (0 nM CGRP) group. **b**, Transwell migration towards CXCL1 or CCL2 with or without CGRP (*n* = 6–8). **c**, Cell death in response to CGRP and TNF plus IL-1 (neutrophils, *n* = 7; macrophages, *n* = 6). **d**, Macrophage efferocytosis of neutrophils after CGRP treatment with or without TNF/IL-1 (*n* = 4). **e**, Macrophage polarization determined via CD206 and arginase-1 protein expression following CGRP and IL-4/IL-13 or IL-10 treatment (*n* = 6). **f**, tdTomato^+^ bone marrow cells were administered systemically on day 2 post-injury. Fold change of tdTomato^+^ neutrophils and monocytes/macrophages in injured tissues on day 3 post-injury was assessed by flow cytometry. For efferocytosis, dead or dying tdTomato^+^ neutrophils were injected in skin wound borders on day 3 post-injury. Fold change of tdTomato^+^ endogenous monocytes/macrophages was assessed by flow cytometry 30 min post-injection (*n* = 6). **g**, Death of CD11b^+^ cells 3 days post-injury, assessed by TUNEL assay on injured tissue sections (*n* = 6). Boxes show median (centre line) and interquartile range (edges), whiskers show the range of values. Dots represent independent experiments. **a**–**e**, Two-way ANOVA with Bonferroni post hoc test for pairwise comparisons. **f**,**g**, Two-tailed Student’s *t-*test. *P* values are indicated. NS, not significant. Source Data

The increased number of neutrophils and inflammatory monocytes/macrophages observed in the absence of Na_V_1.8^+^ sensory neurons, along with the delayed transition of macrophages towards an anti-inflammatory and pro-repair phenotype, suggested that CGRP may regulate these cells through multiple mechanisms. Thus, we investigated the effect of CGRP on neutrophils and macrophages in vitro. First, we verified that these cells strongly express CGRP receptor subunits (Extended Data Fig. 5a,b). Then, we conducted migration assays and observed that CGRP severely inhibited neutrophil and macrophage migration towards common chemokines found in wounds (CXCL1 for neutrophils and CCL2 for macrophages) (Fig. 2b). Notably, cell migration was also inhibited to some extent in the absence of chemokines. However, CGRP did not inhibit cell migration in *Ramp1*^*−/−*^ neutrophils and macrophages, confirming that CGRP signals via RAMP1–CALCRL to mediate its effects on these cells (Extended Data Fig. 5c). Next, we investigated the effect of CGRP on neutrophil and macrophage viability. CGRP triggered increased neutrophil and macrophage death in the presence of the inflammatory cytokines IL-1β and TNF, which are typically found in acute injuries. Notably, CGRP did not promote macrophage death when cells were cultured without inflammatory cytokines or with cytokines that induce an M2-like polarization, suggesting that CGRP elicits its effect on macrophage death during the inflammatory phase of tissue healing (Fig. 2c and Extended Data Fig. 5d). Subsequently, we explored whether CGRP influences neutrophil clearance by regulating macrophage efferocytosis. Stimulation with CGRP resulted in a marked increase of macrophage efferocytosis, both in the absence and presence of inflammatory cytokines (IL-1β and TNF) (Fig. 2d). Additionally, CGRP had no direct impact on macrophage Ly6C expression in vitro despite our earlier observation of an increased number of pro-inflammatory monocytes/macrophages (Ly6C^hi^) in injured tissues of mice lacking nociceptors (Extended Data Fig. 5e). This suggested that the high number of Ly6C^hi^ monocytes/macrophages was probably a consequence of delayed neutrophil clearance and/or macrophage polarization. Finally, we tested whether CGRP accelerates macrophage polarization towards an M2-like phenotype. We found that in the presence of the typical anti-inflammatory cytokines IL-4 and IL-13 (IL-4/IL-13) or IL-10, CGRP treatment increased levels of the M2-like markers CD206 and arginase-1, respectively, indicating that CGRP accelerates polarization into an anti-inflammatory and pro-repair phenotype (Fig. 2e).

To validate inhibitory migration effects of CGRP in vivo, we used an adoptive transfer model in which tdTomato^+^ bone marrow cells were systemically administered into *Rosa26*^*DTA*^ control and *Nav1.8*^*cre*^*/Rosa26*^*DTA*^ mice following skin and muscle injuries. One day after the transfer, relative accumulation of tdTomato^+^ neutrophils and monocytes/macrophages in the injured tissues was assessed by flow cytometry. Compared with *Rosa26*^*DTA*^ mice, *Nav1.8*^*cre*^*/Rosa26*^*DTA*^ mice showed a significant increase in neutrophils and monocytes/macrophages into injured skin and muscle, suggesting that migration of these cell types into injured tissues was considerably increased (Fig. 2f). For validation of efferocytosis in vivo, we injected dead or dying tdTomato^+^ neutrophils intradermally at the border of skin wounds. The relative number of monocytes/macrophages positive for tdTomato was then assessed by flow cytometry and was found be significantly lower in *Nav1.8*^*cre*^*/Rosa26*^*DTA*^ mice, demonstrating an impairment of efferocytosis (Fig. 2f). Finally, to assess neutrophil and macrophage cell death in vivo, we performed a TUNEL assay on injured tissue sections 3 days post-injury. Slightly fewer CD11b^+^ cells were TUNEL-positive in *Nav1.8*^*cre*^*/Rosa26*^*DTA*^ mice (Fig. 2g and Extended Data Fig. 5f). However, as observed in vitro, the effect on cell death was relatively modest. Thus, CGRP-induced cell death is probably not a major mechanism in vivo. Together, these data support a model in which nociceptor-derived CGRP promotes tissue healing by tightly regulating neutrophil and monocyte/macrophage dynamics, functions and phenotypes in injured tissues, resulting in a faster transition from a pro-inflammatory to a pro-healing phase. CGRP inhibits neutrophil and monocyte/macrophage migration into injured tissues and may further enhance neutrophil and inflammatory macrophage death in the presence of inflammatory cytokines. Meanwhile, CGRP increases neutrophil clearance by stimulating macrophage efferocytosis, which, together with a direct effect of CGRP on macrophage polarization, supports macrophages switching towards an anti-inflammatory and pro-repair phenotype. This model aligns well with the function of neutrophils and macrophages during tissue healing. For instance, excessive mobilization of neutrophils and inflammatory monocytes/macrophages is generally associated with impaired wound healing^1,2,26,31,32^. Enhanced clearance rate of pro-inflammatory cells within injured tissues is also well-known to prevent excessive inflammation and facilitate the transition towards the pro-repair phase. Indeed, impaired tissue healing has been linked to delayed inflammatory cell death and a decrease in macrophage efferocytosis capability^22,33,34^.

## Mediation of the CGRP effect by TSP-1

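Neutrophils and monocytes were isolated from mouse bone marrow. The monocytes were first cultured for 3 days with 10 ng/ml M-CSF, a growth factor under which monocytes differentiate into macrophages, and the sample labels call the resulting cells monocyte/macrophage. Both cell types were then exposed for 4 h to 1 nM CGRP or to saline (PBS), with 3 libraries in each group and 12 in total. The cDNA was primed at the poly-A tail, which places the sequenced fragments near the 3′ end of a transcript, and it carried a unique molecular identifier, a random tag that marks PCR copies of the same molecule. The authors processed the reads with the nfCore/RNAseq pipeline and its umi function, aligned them to GRCm38 with STAR and counted them per gene with featureCounts. They deposited the raw counts, without normalization, in a separate table for each cell type, and each table lists 52636 genes by their Ensembl identifiers. The total count per library was between 2719556 and 3631989 (median 3299174) in saline-treated neutrophils and between 2196558 and 3270388 (median 3269709) in CGRP-treated neutrophils. In macrophages it was between 2536415 and 3477069 (median 3379068) with saline and between 2002559 and 3259073 (median 2692858) with CGRP. At these depths, 3 counts correspond to between 0.826 and 1.50 CPM (here relative to the library total before scaling), the lowest level taken as detectable, which covers counting error only. Genes with too few counts were left out with edgeR's filterByExpr, library sizes were scaled by TMM, and the 2 groups of each cell type were compared with limma-voom, as in the paper, in a two-sided test with Benjamini–Hochberg adjustment over the genes tested. Expression is given below as TMM-scaled CPM and each log2 fold change compares CGRP with saline.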

To further understand the molecular mechanisms by which CGRP modulates neutrophils and macrophages, we analysed the transcriptome of bone marrow-derived neutrophils and macrophages after CGRP stimulation by RNA sequencing (RNA-seq). 

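In neutrophils, 9819 genes were tested and 248 of them were DEGs with an adjusted p under 0.05 in limma-voom, of which 148 were higher and 100 were lower with CGRP. In macrophages, 698 of the 9393 genes tested were DEGs, of which 325 were higher and 373 were lower. All 3 CGRP libraries lay on the same side of all 3 saline libraries for 247 of the 248 neutrophil DEGs and for 691 of the 698 macrophage DEGs. Among all genes tested, this held for 17.7% in neutrophils and 24.2% in macrophages, where chance gives 10%. In edgeR's quasi-likelihood test, 253 genes passed the same threshold in neutrophils (158 higher, 95 lower) and 735 in macrophages (333 higher, 402 lower), and 238 and 689 of these were also DEGs in limma-voom. DESeq2 gave 175 genes in neutrophils (108 higher, 67 lower), all among the 248, and 654 in macrophages (297 higher, 357 lower), 629 of them among the 698. The count moved most in neutrophils when all 12 libraries shared a single fit, which gave 137 genes, and in macrophages when voom weighted the libraries by their quality, which gave 1406. For libraries with the same replicate number, the mean correlation of their deviations from the group means was 0.056 in neutrophils and 0.046 in macrophages. For different numbers it was −0.028 and −0.023, which centring on the group means largely fixes, so it is no independent comparison. Single same-number pairs ran from −0.011 to 0.131 in neutrophils and from −0.171 to 0.256 in macrophages. Pairs with different numbers ran from −0.133 to 0.096 and from −0.382 to 0.367. These values do not settle whether the numbers mark pairs. With 3 libraries per group, a fit with pairs leaves little information on the spread of a single gene. The p-values given with the block thus lean on limma's sharing of variance across genes. A smaller p-value with the block is therefore no added evidence. With the replicate number as a block, 266 genes passed in neutrophils, 236 of them among the 248, and 915 passed in macrophages, 697 of them among the 698. Of the 8635 genes tested in both cell types, 82 were DEGs in both, and 78 of these changed in the same direction (60 higher, 18 lower).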

For both cell types, gene ontology (GO) analysis of differentially expressed genes (DEGs) between CGRP-treated and control groups identified biological processes that were congruent with the in vitro effects of CGRP. In addition, the biological processes reflected the differences in neutrophil and macrophage dynamics observed in tissue injuries of control and nociceptor-depleted mice. 

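*Ccr2* (ENSMUSG00000049103) encodes a chemokine receptor and lies on chromosome 9 of GRCm38, from 124101950 to 124113557. Its level in neutrophils was 312 ± 11.5 CPM with saline and 222 ± 14.4 CPM with CGRP (SD, n = 3), a log2 fold change of −0.49 (SE 0.08, adjusted p = 1.34e-03 from limma-voom). In macrophages it was 288 ± 8.16 CPM with saline and 164 ± 7.33 CPM with CGRP, a log2 fold change of −0.81 (SE 0.12, adjusted p = 4.80e-04). *Cx3cr1* (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879), another chemokine receptor gene, shares 10.4% of the 31-base sequences of its 3′ end with other genes. Its level in macrophages was 65.0 ± 7.78 CPM with saline and 24.9 ± 3.15 CPM with CGRP, a log2 fold change of −1.36 (SE 0.18, adjusted p = 1.43e-04). In neutrophils it was 88.1 ± 9.36 CPM with saline and 67.3 ± 4.89 CPM with CGRP. All 3 CGRP libraries of the neutrophils were below all 3 saline libraries, but the log2 fold change of −0.39 (SE 0.11) had an adjusted p of 0.0843, and over 10 alternative fits the adjusted p was between 0.062 and 0.296. The fall of *Cx3cr1* was larger in macrophages (difference in log2 fold change −0.96, adjusted p = 0.0114 for the interaction of CGRP and cell type). With saline, both genes were at least as high in the neutrophil libraries as in macrophages. Which cells of the neutrophil preparation carried these transcripts was not settled. *Itgav* (ENSMUSG00000027087, chromosome 2, 83724397 to 83806916) encodes an integrin subunit that fell in macrophages from 42.7 ± 11.6 to 20.1 ± 6.23 CPM, a log2 fold change of −1.11 (SE 0.26, adjusted p = 0.0132). In neutrophils *Itgav* was at 9.25 ± 0.987 CPM with saline and 9.42 ± 4.68 CPM with CGRP. That difference was within the spread between replicates (log2 fold change −0.06, SE 0.31, adjusted p = 0.968), and its sign changed between fits. The difference between the cell types for *Itgav* did not pass the threshold (−1.04, adjusted p = 0.296 for the interaction). *Itgb3* (ENSMUSG00000020689, chromosome 11, 104608000 to 104670476), the gene of another integrin subunit, fell in neutrophils from 30.8 ± 4.42 to 7.86 ± 3.00 CPM, a log2 fold change of −1.96 (SE 0.26, adjusted p = 7.51e-05). Macrophages had 1, 2 and 5 counts of *Itgb3* with saline and 6, 2 and 0 with CGRP, too few to test.

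**Figure D1:**
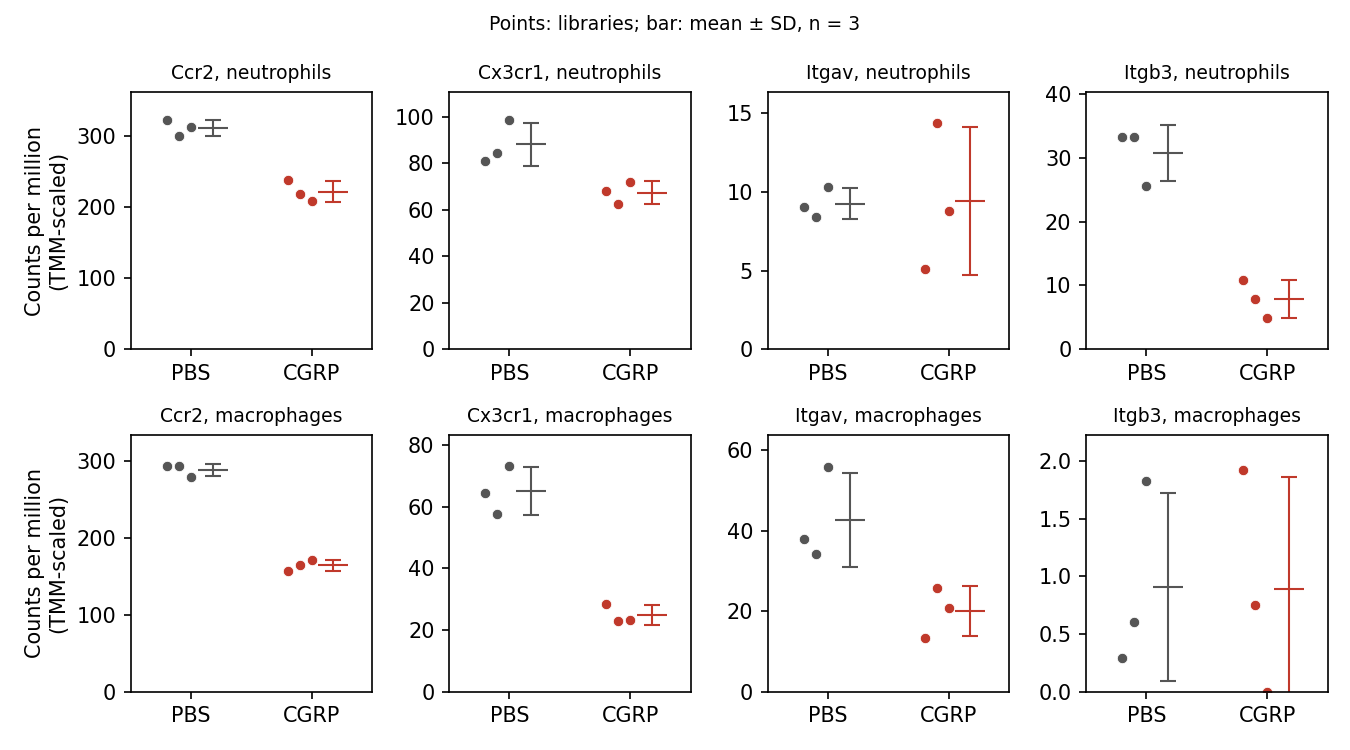
TMM-scaled CPM of *Ccr2*, *Cx3cr1*, *Itgav* and *Itgb3* with saline (PBS) and CGRP in neutrophils (top) and macrophages (bottom), each panel on its own scale from 0. Points are libraries and bars are the mean ± SD (n = 3). The bar of *Itgb3* in CGRP-treated macrophages reaches below 0 and is drawn only down to 0. The CGRP libraries lie below the saline libraries in each panel except those of *Itgav* in neutrophils and *Itgb3* in macrophages.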

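With the replicate number as a block, the log2 fold change of *Itgb3* in neutrophils was −1.93 (adjusted p = 5.18e-05 from limma-voom), and the adjusted p in neutrophils was 1.66e-03 for *Ccr2*, 0.062 for *Cx3cr1* and 0.971 for *Itgav*. In macrophages it was 4.59e-05 for *Ccr2*, 7.42e-07 for *Cx3cr1* and 4.82e-04 for *Itgav* in the same fit. The 54 genes of the chemokine receptor and integrin families were also tested together, as were 36 genes that promote cell death, listed by symbol. Of the first list, 25 genes could be tested in neutrophils, where 10 were higher and 15 were lower, with a median log2 fold change of −0.089 (adjusted p = 0.170 from limma's camera, over 6 such tests). In macrophages 21 could be tested, where 10 were higher and 11 were lower, with a median of −0.0074 (adjusted p = 0.484). Members of this list that rose with an adjusted p under 0.05 were *Ccr1* in neutrophils (log2 fold change 0.56), whose groups overlap and which passed in 1 of the 6 fits that left out a library, and *Cxcr4* (1.43) and *Itga9* (1.52) in macrophages, of which *Itga9* passed in 2 of the 6 fits and in 6 of 9 alternatives, not with edgeR or DESeq2. With the block the medians were −0.0059 (adjusted p = 0.437) and −0.0071 (adjusted p = 0.465). Without a filter on low counts both medians were above 0, at 0.068 and 0.19. With limma's fry, a test of the list on its own rather than against other genes, the list passed the threshold in neutrophils (adjusted p = 9.28e-04) and not in macrophages (adjusted p = 0.362). Of the 30 pro-death genes tested in each cell type, 17 were higher and 13 were lower in both, with a median log2 fold change of 0.045 in neutrophils (adjusted p = 0.997, and 0.956 with the block) and 0.019 in macrophages (adjusted p = 0.904, and 0.910 with the block). The macrophage median was −0.025 when libraries were scaled by their totals alone. Among these genes, none had an adjusted p under 0.05 in neutrophils, where 7 had an unadjusted p under 0.05. In macrophages *Casp2* (log2 fold change 0.74) and *Pmaip1* (0.89) were higher, and *Bid* (−0.92) and *Casp1* (−0.66) were lower, each with an adjusted p under 0.05 that some of the fits leaving out a library did not reach. Of 12 survival genes, 9 were tested in neutrophils, where 6 were higher and 3 lower (median log2 fold change 0.020), and 11 in macrophages, where 6 were higher and 5 lower (median 0.083). Of these, *Bcl2l1* (−2.34) and *Birc5* (−0.94) were lower in macrophages with an adjusted p under 0.05, which *Birc5* reached in 2 of the 6 fits that left out a library.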

For instance, for both neutrophils and macrophages, pathways enriched in the upregulated DEGs included cell death, whereas those among the downregulated DEGs included cell migration (for example, *Ccr2*, *Cx3cr1*, *Itgav* and *Itgb3*) (Fig. 3a and Extended Data Fig. 6a). Furthermore, pathways enriched in the upregulated DEGs were associated with tissue remodelling and differentiation in macrophages, featuring genes typically linked to an anti-inflammatory and pro-repair phenotype such as *Arg1*, *Cebpb*, *Stat3*, *Sgk1*, *Tgfb3*, *Tgm2* and *Vegfa*^35^. 

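All 7 genes had an adjusted p under 0.05 in macrophages in limma-voom, with and without the replicate number as a block, in edgeR and in DESeq2, and in each of them the 3 CGRP libraries were above the 3 saline libraries. *Vegfa* (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369) rose from 8.23 ± 3.42 CPM with saline to 44.2 ± 4.22 CPM with CGRP (SD, n = 3), a log2 fold change of 2.52 (SE 0.27, adjusted p = 1.70e-05 from limma-voom, 5.62e-10 with the block). *Tgm2* (ENSMUSG00000037820, chromosome 2, 158116402 to 158146436) rose from 80.7 ± 7.51 to 370 ± 61.1 CPM, a log2 fold change of 2.19 (SE 0.15, adjusted p = 1.75e-07, 4.62e-16 with the block). It overlaps *Rprd1b* on the opposite strand, whose log2 fold change was −0.08. *Cebpb* (chromosome 2, 167688915 to 167690418) had a log2 fold change of 1.20 (SE 0.18, adjusted p = 5.05e-04). It overlaps *Tmem189* on the opposite strand, which had 802 counts over the 6 libraries and rose as well (0.70, adjusted p = 0.0244), and the paper's text does not state whether counting used the strand. *Stat3* (chromosome 11, 100885098 to 100939540), which overlaps *Stat5a*, rose by 0.88 (SE 0.16, adjusted p = 2.46e-03), while *Stat5a* changed by −0.20 (adjusted p = 0.797). These 4 genes passed the threshold in each of the 6 fits that left out a library. *Sgk1* (chromosome 10, 21882184 to 21999903) had a log2 fold change of 0.74 (adjusted p = 5.30e-03) and passed in 5 of the 6 fits. The other two had few counts. *Arg1* (chromosome 10, 24915221 to 24927484) had 13, 7 and 10 counts with saline and 26, 23 and 20 with CGRP, a log2 fold change of 1.49 (SE 0.36, adjusted p = 0.0181), and passed in 2 of the 6 fits. *Tgfb3* (chromosome 12, 86056745 to 86079041) had 7, 2 and 10 counts with saline and 21, 24 and 11 with CGRP, a log2 fold change of 2.02 (SE 0.51, adjusted p = 0.0239), which became 1.80 with the block, and passed in 3 of the 6 fits. In neutrophils, *Cebpb* (0.59) and *Tgm2* (1.48) were also higher with an adjusted p under 0.05, and *Tgfb3* had too few counts to test. There *Cebpb* passed in 5 of the 6 fits that left out a library, and fell short in the single fit over all 12 libraries (adjusted p = 0.105). The rise was larger in macrophages for *Stat3* (adjusted p = 0.0385 for the interaction of CGRP and cell type) and *Vegfa* (adjusted p = 5.32e-03), and the interaction of the other 5 genes did not pass the threshold.

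**Figure D2:**
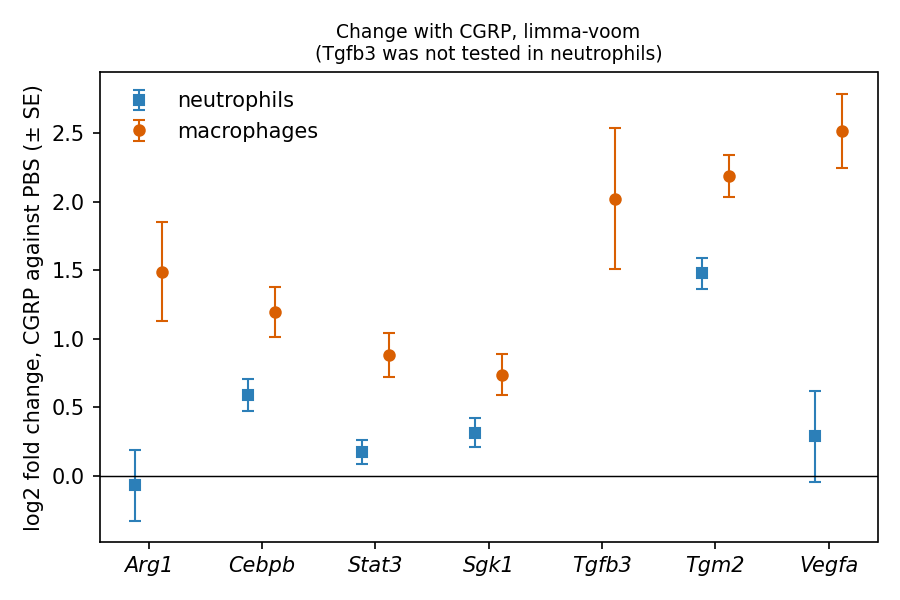
Log2 fold change with CGRP (± SE, limma-voom) of *Arg1*, *Cebpb*, *Stat3*, *Sgk1*, *Tgfb3*, *Tgm2* and *Vegfa* in neutrophils (squares) and macrophages (circles), from 3 libraries per group. The macrophage values lie between 0.74 and 2.52.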

Finally, in response to CGRP, macrophages upregulated genes that are strongly associated with efferocytosis such as *Cd14*, *Clu*, *S1pr1*, *Rarg* and *Tgm2*^36,37^ (Fig. 3a and Extended Data Fig. 6a). 

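*Cd14* (ENSMUSG00000051439, chromosome 18, 36725067 to 36726798) rose in macrophages from 333 ± 12.8 CPM with saline to 1741 ± 149 CPM with CGRP (SD, n = 3), a log2 fold change of 2.38 (SE 0.12, adjusted p = 5.40e-09 from limma-voom, 2.49e-18 with the replicate number as a block, where the log2 fold change was 2.38). *Clu* (chromosome 14, 65968483 to 65981547) had 3, 2 and 3 counts with saline, at the limit of detection, and 14, 21 and 10 with CGRP. Against that limit it was at least 5.83-fold higher with CGRP, a bound that leaves out the spread between replicates. Its log2 fold change was 2.55 (SE 0.51, adjusted p = 5.08e-03, 1.28e-03 with the block), and between 2.32 and 2.78 when a library was left out. *S1pr1* (chromosome 3, 115710433 to 115715072) rose from 42.9 ± 2.08 to 72.6 ± 8.67 CPM, a log2 fold change of 0.74 (SE 0.16, adjusted p = 7.23e-03, 1.63e-03 with the block). *Rarg* (chromosome 15, 102234938 to 102257517) rose from 9.86 ± 0.755 to 21.4 ± 3.59 CPM, a log2 fold change of 1.11 (SE 0.24, adjusted p = 8.31e-03, 2.32e-03 with the block). In each of these genes the 3 CGRP libraries were above the 3 saline libraries. When each of the 6 libraries was left out in turn, *Cd14* and *Tgm2* passed the threshold in every fit, *Rarg* in 5, and *Clu* and *S1pr1* in 4. With every library thinned to the smallest total, *Rarg* had an adjusted p of 0.0509, the highest over its 10 alternatives (lowest 1.17e-03). In neutrophils, *Cd14* was higher as well (0.79, adjusted p = 1.74e-05), and so was *Clu* (0.98, adjusted p = 0.0468), which passed in 2 of the 6 fits that left out a library. *S1pr1* (−0.18) and *Rarg* (−0.53, adjusted p = 0.101) did not pass in neutrophils. The effect of CGRP was larger in macrophages for *Cd14* (difference in log2 fold change 1.60, adjusted p = 5.66e-07 for the interaction) and *Rarg* (1.66, adjusted p = 1.06e-03). The paper sets the processes enriched among the DEGs beside what CGRP did to both cell types in vitro and states that they are congruent.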

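*Thbs1* (ENSMUSG00000040152) lies on the plus strand of chromosome 2 of GRCm38, from 118111876 to 118127133, and encodes thrombospondin-1. None of the 31-base sequences of its 3′ end occurs in another gene, and the gene that overlaps it on the opposite strand, *Gm29233*, had at most 2 counts in any library. In neutrophils *Thbs1* had 356, 340 and 327 counts with saline and 2089, 2125 and 1038 with CGRP. This corresponds to 110 ± 7.35 and 582 ± 111 CPM (SD, n = 3) and a log2 fold change of 2.39 (SE 0.12, adjusted p = 6.07e-11 from limma-voom). In macrophages the counts were 148, 128 and 197 with saline and 4277, 4772 and 3232 with CGRP, or 51.3 ± 18.1 and 1601 ± 211 CPM, a log2 fold change of 5.02 (SE 0.19, adjusted p = 1.43e-10). With the replicate number as a block, the log2 fold change was 5.00 in macrophages (adjusted p = 9.27e-29), and the adjusted p in neutrophils was 2.92e-10. Leaving out each library in turn gave values between 2.29 and 2.56 in neutrophils and between 4.85 and 5.28 in macrophages. The rise was larger in macrophages by 2.64 on the log2 scale (SE 0.24, adjusted p = 4.84e-07 for the interaction), and by 2.62 with the block.
Among the DEGs that were higher with CGRP, *Thbs1* had the largest log2 fold change in macrophages (rank 1, also with the block). In neutrophils it ranked 5, after *Cables1*, *Ldhc*, *Krt81* and *Ramp3*. Of these, *Cables1* had at most 3 counts and *Krt81* and *Ramp3* at most 6 in the saline libraries, whereas *Ldhc* had 45, 51 and 42 counts with saline and 615, 591 and 460 with CGRP. The neutrophil rank moved most without a filter on low counts, to 17, and it was 6 with the block and 2 among genes with at least 10 counts in every library. The macrophage rank was 2 with DESeq2, after *Rpl36-ps3*, and 2 when the libraries were thinned to the smallest total, after *Ramp3*. Of the 15 genes tested among *Thbs1* and the other genes of the migration, repair and efferocytosis lists above, 7 had an adjusted p under 0.05 in neutrophils and 15 in macrophages. Adjusted over these genes alone, which the paper chose from the same data, the numbers were 10 and 15.

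**Figure D3:**
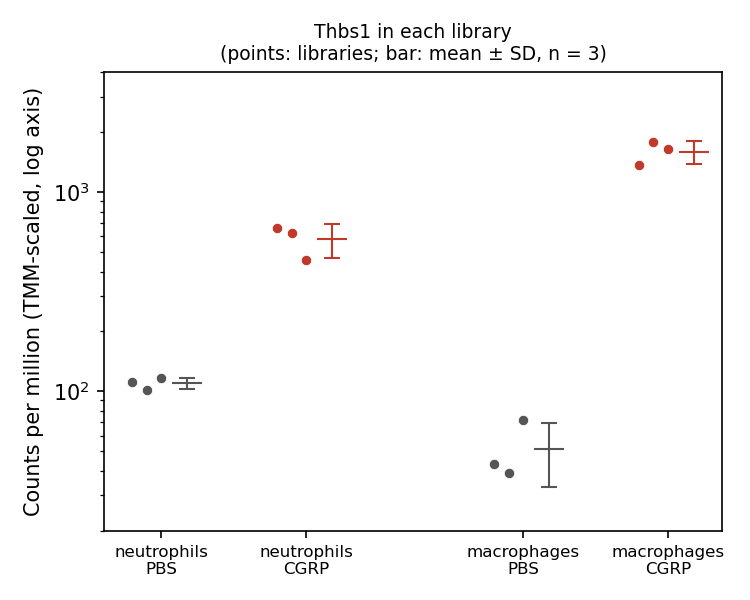
TMM-scaled CPM of *Thbs1* in each library, on a log axis, for neutrophils and macrophages with saline (PBS) and CGRP. Points are libraries and bars are the mean ± SD (n = 3). All CGRP libraries lie above all saline libraries of the same cell type.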

Crucially, we found that thrombospondin-1 (*Thbs1*)—which encodes TSP-1, a multifunctional extracellular matrix (ECM) protein that regulates many biological processes including tissue healing^38^—was the most upregulated gene in both neutrophils and macrophages (Fig. 3b). Further confirming that TSP-1 is expressed in response to CGRP via RAMP1–CALCRL, *Ramp1*^*−/−*^ neutrophils and macrophages did not upregulate *Thbs1* after CGRP stimulation (Extended Data Fig. 6b). Moreover, TSP-1 levels after skin and muscle injuries were lower in *Nav1.8*^*cre*^*/Rosa26*^*DTA*^ mice (Extended Data Fig. 6c).

**Fig. 3:**
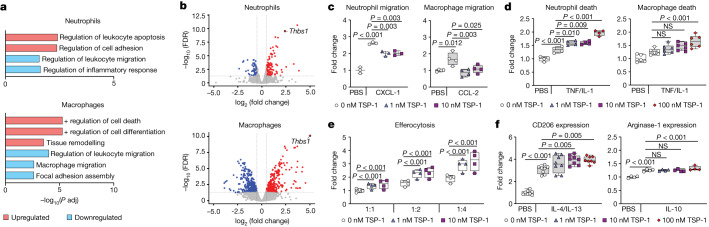
CGRP upregulates TSP-1 in neutrophils and macrophages to mediate its activity. **a**,**b**, RNA-seq analysis of CGRP-treated neutrophils and macrophages (1 nM or saline for 4 h). Differential gene expression was performed with limma-voom (false discovery rate (FDR) < 0.05). Fold change values returned by limma were used for pathway analysis with FDR < 0.05 to correct for multiple comparisons. **a**, GO enrichment analysis of significantly upregulated (red) and downregulated (blue) genes in CGRP-treated and saline-treated groups. **b**, Volcano plots showing DEGs with fold change > |1.5| between CGRP-treated and saline-treated groups. Significantly upregulated (red) and downregulated (blue) genes in CGRP-treated neutrophils and macrophages are shown (*n* = 3). **c**–**f**, Neutrophils and macrophages were treated with saline (PBS, 0 nM TSP-1) or TSP-1 (1, 10 or 100 nM). Results are expressed as fold change over the PBS (0 nM TSP-1) control group. Boxes show median (centre line) and interquartile range (edges), whiskers show the range of values. Dots represent independent experiments. **c**, Transwell migration towards a chemoattractant (CXCL1 or CCL2) after TSP-1 treatment (*n* = 3 for neutrophils, *n* = 4 for macrophages). **d**, Cell death in response to TSP-1 with or without TNF plus IL-1 (*n* = 4). **e**, Macrophage efferocytosis of neutrophils after TSP-1 treatment (*n* = 4). **f**, Macrophage M2-like polarization determined via CD206 and arginase-1 expression in response to TSP-1 and IL-4/IL-13 or IL-10 treatments (CD206, *n* = 8; arginase-1, *n* = 4). **c**–**f**, One-way ANOVA with Tukey post hoc test for pairwise comparisons. *P* values are indicated. Source Data

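With the fold-change limit of 1.5 added to the adjusted p under 0.05 from limma-voom, 151 genes remained among the DEGs in neutrophils (99 higher, 52 lower with CGRP) and 630 in macrophages (290 higher, 340 lower).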

Notably, it has been reported that macrophages are the primary source of TSP-1 in wounds, and the absence of TSP-1 leads to impaired wound healing and prolonged inflammation^39,40^. Furthermore, increasing evidence suggests that TSP-1 is an important regulator in immune responses^41^. Thus, similar to the assays performed with CGRP, we tested whether TSP-1 affects neutrophil and macrophage migration and death, as well as efferocytosis and macrophage polarization. Although some reports have suggested that TSP-1 promotes neutrophil and macrophage migration^41^, we clearly observed an inhibition of migration when cells were treated with TSP-1, similarly to our observations with CGRP (Fig. 3c). Moreover, TSP-1 accelerated death of neutrophils and macrophages in a dose-dependent manner in the presence of inflammatory cytokines (Fig. 3d). Efferocytosis of neutrophils by macrophages was also greatly enhanced following macrophage treatment with TSP-1 (Fig. 3e), in line with a previous study suggesting that TSP-1 acts as a bridge between neutrophils and macrophages to facilitate efferocytosis^41^. Finally, TSP-1 enhanced expression of CD206 and arginase-1 in the presence of anti-inflammatory cytokines (IL-4/IL-13 or IL-10), demonstrating that TSP-1 accelerates macrophage polarization towards an anti-inflammatory and pro-repair phenotype (Fig. 3f). To further confirm that CGRP exerted its effects primarily via an autocrine or paracrine action of TSP-1, we tested the effect of CGRP upon short interfering RNA (siRNA)-mediated knockdown of *Thbs1* (Extended Data Fig. 6d). Only macrophages were used, as transfection of neutrophils is very challenging. Knockdown of *Thbs1* abolished the effects of CGRP on cell migration, death, efferocytosis and polarization, whereas scramble siRNA showed no effect on all these cellular processes (Extended Data Fig. 6e–h). To validate these effects in vivo, we administered TSP-1 in *Nav1.8*^*cre*^*/Rosa26*^*DTA*^ mice following skin and muscle injuries. TSP-1 delivery resulted in reduced numbers of neutrophils, monocytes/macrophages and inflammatory monocytes/macrophages (Ly6C^hi^) at day 3 post-injury. Additionally, TSP-1 led to an increase in CD206 expression at day 14 post-injury (Extended Data Fig. 6i). Together, these results provide clear support for the role of TSP-1 in mediating the immunomodulatory effect of CGRP on neutrophils and macrophages.

## eCGRP promotes diabetic tissue healing

There is evidence suggesting that CGRP has a role in wound healing. For example, mice lacking CGRP exhibit impaired skin wound healing^42^. Additionally, CGRP application is likely to promote corneal repair^43^. Therefore, since we found that nociceptor-derived CGRP regulates neutrophils and macrophages to facilitate tissue healing, we investigated whether local delivery of CGRP could restore the impaired healing observed in mice ablated of nociceptors. CGRP is a small peptide, which poses a challenge in achieving sustained effects without immediate burst signalling when delivered locally into tissue, as it can rapidly signal to cells, diffuse away from the delivery site and undergo degradation. Moreover, for clinical application, a high concentration of CGRP circulating in the body is undesirable, owing to possible off-target effects^44^. Thus, we engineered CGRP to enhance retention and protection at delivery sites by fusing it to a sequence with a very high affinity for ECM components^25,26,45^. The ECM-binding sequence was fused to the N terminus of CGRP followed by a plasmin-sensitive sequence to allow the release of CGRP from ECM via proteolytic activity (Extended Data Fig. 7a,b). These modifications did not impair CGRP activity, as demonstrated by the preserved capacity of the engineered CGRP (eCGRP) to inhibit neutrophil and macrophage migration and induce cAMP in these cells via RAMP1–CALCRL (Extended Data Fig. 7c,d). As demonstrated previously^25,26,45^, the ECM binding enabled better retention of CGRP after delivery into tissues (Extended Data Fig. 7e,f). We then tested whether CGRP variants (wild-type CGRP and eCGRP) could promote closure of splinted skin wounds and the regeneration of quadriceps after volumetric muscle loss in *Nav1.8*^*cre+/−*^/*Rosa26*^*DTA*^ mice. For skin, CGRP variants were delivered topically, whereas for muscle, they were delivered via a fibrin hydrogel. Both CGRP variants enhanced the extent, compared with saline control, of wound closure and muscle regeneration upon delivery of 1 μg. Moreover, at a lower dose (250 ng) eCGRP promoted greater wound closure and muscle regeneration compared with wild-type CGRP (Extended Data Fig. 7g–j). Notably, delivering a relatively high dose of CGRP (10 μg) into mice has been shown to contribute to peripheral nociceptive sensitization^46^. Thus we tested whether injection of CGRP variants induced pain (Extended Data Fig. 7k,l). Administration of wild-type CGRP or eCGRP into mouse hind paws did not elicit significant pain behaviours over the 48-h experiment. However, a transient and slight increase in thermal sensitivity was observed only for wild-type CGRP. This difference is probably owing the binding of eCGRP to the ECM, which prevents an immediate burst of signalling after delivery^25,26,45^.

We next searched for a model with more clinical relevance compared with the *Nav1.8*^*cre+/−*^/*Rosa26*^*DTA*^ mice. Indeed, more than half of patients with diabetes develop peripheral neuropathy, characterized by the presence of dysfunctional peripheral nerves and a decrease in intraepidermal nerve fibres^47,48^. Consequently, the decrease in neuropeptide levels, including CGRP, may disrupt neuro–immune interactions crucial for tissue healing^49,50^. Indeed, patients with diabetes commonly experience chronic non-healing wounds, which represent the most prevalent and severe complication of the condition, alongside the development of muscle atrophy^49–51^. The diabetic *Lepr*^*db/db*^ mouse is a model for type 2 diabetes that is commonly used to study impaired tissue healing, since it mimics some aspects of human chronic wounds, including immune dysregulation and peripheral neuropathies^25,26,52^. Additionally, it has been shown that *Lepr*^*db/db*^ have impaired muscle regeneration^53^. Thus, we investigated the distribution of CGRP in *Lepr*^*db/db*^ mice skin and muscle to confirm that these mice exhibited peripheral neuropathy. We observed a significant reduction in neuron-like structures expressing CGRP in both skin and muscle of *Lepr*^*db/db*^ mice, mirroring the pattern seen in *Nav1.8*^*cre+/−*^/*Rosa26*^*DTA*^ mice (Fig. 4a and Extended Data Fig. 8a). This observation supported the use of diabetic mice to assess the regenerative potential of local CGRP delivery. Notably, wound closure and muscle regeneration was greatly improved when injuries were treated with eCGRP, compared with saline control and wild-type CGRP (Fig. 4b–e). We also examined TSP-1 expression in granulation tissue post-eCGRP delivery, given the induction of TSP-1 expression by CGRP in neutrophils and macrophages. Immunostaining revealed a significant increase in TSP-1 deposition, colocalizing to some extent with myeloid (CD11b^+^) cells in skin and muscle granulation tissues (Extended Data Fig. 8b). Next, since neutrophil and macrophage dynamics were disrupted in *Nav1.8*^*cre+/−*^/*Rosa26*^*DTA*^ mouse injuries, we investigated whether eCGRP delivery modulated those cells in injured tissues (Extended Data Fig. 9). eCGRP delivery reduced the number of neutrophils and monocytes/macrophages in both skin and muscle injures at early timepoints post-injury. Moreover, eCGRP delivery led to reduced levels of the pro-inflammatory marker Ly6C and increased the level of the anti-inflammatory marker CD206 in skin wounds (Fig. 4f). Indeed, high numbers of neutrophils and inflammatory macrophages in diabetic injured tissues are known to delay healing^2,31,32^. An abnormally high number of neutrophils in chronic wounds leads to an over-production of pro-inflammatory cytokines, reactive oxygen species and proteases^54^, and increased NETosis^55^. Similarly, failure to convert macrophages to an anti-inflammatory phenotype leads to high levels of pro-inflammatory cytokines and proteases^32^. Thus, we measured concentrations of inflammatory cytokines/chemokines and proteases in response to saline and eCGRP treatment. eCGRP resulted in a significant reduction of IL-1β, CCL2, CXCL2, MMP-2 and MMP-9 (Extended Data Fig. 9b)—factors that are known to impair tissue healing when their levels are increased^26,56,57^. Thus, the results overall support the idea that the local delivery of eCGRP accelerates the transition of diabetic injured tissues towards an anti-inflammatory and pro-repair phase.

**Fig. 4:**
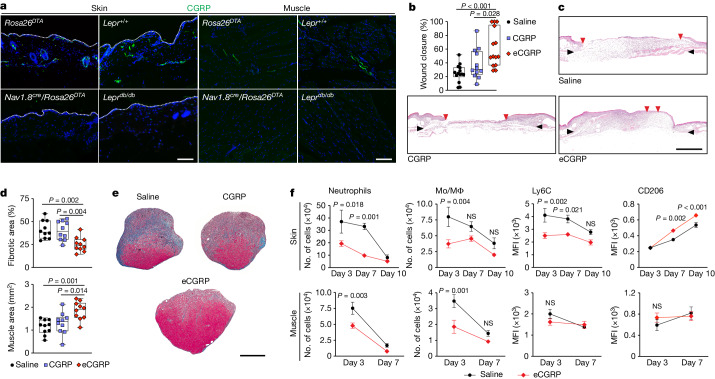
Delivery of eCGRP promotes tissue healing in diabetic mice. **a**, CGRP expression in skin and muscle of *Nav1.8*^*cre*^*/Rosa26*^*DTA*^ and diabetic (*Lepr*^*db/db*^) mice detected by immunostaining. CGRP, green; nuclei, blue. White lines indicate the keratinocyte layer. Scale bars, 300 μm. The experiment was repeated independently 6 times. **b**,**c**, Saline, CGRP (500 ng) or equimolar eCGRP was delivered on *Lepr*^*db/db*^ skin wounds at day 1 and day 3 post-injury. **b**, Wound closure was evaluated by histomorphometric analysis on day 10 post-injury (saline and eCGRP, *n* = 14; CGRP, *n* = 12). Boxes show median (centre line) and interquartile range (edges), whiskers show the range of values. **c**, Representative skin histology. Black arrows indicate wound edges and red arrows point to tips of epithelium tongue. Scale bar, 1 mm. **d**,**e**, Saline, CGRP (1 μg) or equimolar eCGRP was delivered in *Lepr*^*db/db*^ quadricep volumetric muscle loss defect via a fibrin hydrogel. **d**, Muscle regeneration (represented by the percentage of fibrotic tissue and muscle area) was evaluated by histomorphometric analysis on day 8 post-injury. Boxes show median (centre line) and interquartile range (edges), whiskers show the range of values (*n* = 10). **e**, Representative histology (fibrotic tissue is stained blue; muscle tissue is stained red). Scale bar, 500 μm. **f**, Numbers of neutrophils (CD11b^+^Ly6G^+^F4/80^–^) and monocytes/macrophages (CD11b^+^F4/80^+^Ly6G^–^), and expression of Ly6C and CD206 in macrophages (represented by MFI) in *Lepr*^*db/db*^ skin wounds and muscle injuries treated with saline or eCGRP were quantified by flow cytometry. Skin: *n* = 6. Muscle: day 3, *n* = 8 for saline, *n* = 7 for eCGRP; day 7, *n* = 9. Data are plotted as kinetic line plots showing mean ± s.e.m. **b**,**d**, One-way ANOVA with Tukey post hoc test for pairwise comparisons. **f**, Two-way ANOVA with Bonferroni post hoc test for pairwise comparisons. *P* values are indicated. Source Data

## Conclusion

CGRP and nociceptors have been shown to have immunomodulatory effects in various contexts^7–12^. For example, CGRP has a key role as an immunosuppressive mediator during sepsis^58^. Additionally, during bacterial infection, nociceptor-derived CGRP has been shown to induce an anti-inflammatory transcriptional programme in macrophages and suppress neutrophil recruitment^12^. However, the role of nociceptors during tissue healing after acute injury was unclear. This study reveals the existence of an important neuro–immune regenerative axis following acute tissue injury and highlights the intricate interplay between nociceptors, immune cells and tissue healing processes. We found that Na_V_1.8^+^ sensory neurons expressing CGRP, which mostly represent nociceptors, extend into the granulation tissue formed after skin and muscle injuries and profoundly modulate neutrophil and macrophage dynamics during tissue healing. This neuro–immune modulation promotes the transition towards an anti-inflammatory and pro-repair phase, which ultimately facilitates the healing process. Mechanistically, we demonstrate that CGRP signalling in neutrophils and macrophages induces the expression of TSP-1, which in turn limits their accumulation and accelerates cell death in the presence of inflammatory cytokines. In addition, CGRP promotes neutrophil clearance via efferocytosis and boosts macrophage polarization into an anti-inflammatory and pro-repair phenotype via autocrine and paracrine effects of TSP-1 (Extended Data Fig. 10). Collectively, the mechanisms uncover important implications for advancing our understanding of the tissue healing process after acute injury. These findings also have significant implications for advancing regenerative medicine, particularly for patients with peripheral neuropathies, including those associated with conditions such as diabetes. Harnessing the potential of this neuro–immune regenerative axis opens new avenues for effective therapies, whether as standalone treatments or in combination with existing therapeutic approaches. Utilizing or mimicking neuro–immune interactions holds great promise for addressing chronic wounds and other non-healing tissues, in which dysregulated neuro–immune interactions have a pathologic role and impair tissue healing.

## Methods

### Ethical statement for animal experiments

Animal experiments were approved by the Monash Animal Research Platform ethics committee and the Animal Research Committee of the Research Institute for Microbial Diseases of Osaka University (approval numbers 13294, 13335, 17075, 14013 and 23006).

### Animals

Wild-type C57BL/6 J mice were from the Monash Animal Research Platform. Sperm from *Nav1.8*^*cre+/+*^ mice (B6.129-*Scn10a*^*tm2(cre)Jnw/*^H B6, stock ID EM:04582, European Mouse Mutant Archive) were used for in vitro fertilization to generate *Nav1.8*^*cre+/−*^ mice on a C57BL/6 J background. *Rosa26*^*DTA+/+*^ mice (B6.129-*Gt(ROSA)26Sor*^*tm1(DTA)Mrc*^/J), strain 010527, Jackson Laboratory) were maintained on a C57BL/6 J background. To delete sensory neurons expressing Na_V_1.8, *Nav1.8*^*cre+/−*^ mice were bred with *Rosa26*^*DTA+/+*^ mice to generate *Nav1.8*^*cre+/−*^*/Rosa26*^*DTA+/−*^ mice. *Nav1.8*^*cre−/−*^*/Rosa26*^*DTA+/−*^ littermates were used as controls. For visualizing Na_V_1.8^+^ neurons, *Rosa26*^*tdT*^ reporter mice (B6.Cg-*Gt(ROSA)26Sor*^*tm14(CAG-tdTomato)Hze*^/J, strain 007914, Jackson Laboratory) were bred with *Nav1.8*^cre+/+^ mice to generate *Nav1.8*^*cre*^^*+/−*^*/Rosa26*^*tdT+/−*^. *Lepr*^*db/db*^ mice (BKS.Cg-*Dock7*^*m*^ + */+Lepr*^*db*^/J, strain 000642) were obtained from Jackson Laboratory. Mice were bred as heterozygotes to generate *Lepr*^*db/db*^ and *Lepr*^*db/+*^ littermates. B6.129S2-*Ramp1*^*<tm1.2Tsuj>*^ mouse sperm was kindly provided K. Tsujikawa and used for in vitro fertilization to generate *Ramp1*^*fl/+*^ mice. *Ramp1*^*−/−*^ mice were generated by crossing *Ramp1*^*fl/fl*^ mice with *CAG*^*cre*^ mice (C57BL/6-Tg^*(CAG-cre)13Miya*^, RIKEN BioResource Research Center, strain 09807). Specific deletion of *Ramp1* in myeloid cells (*LysM*^*cre*^^*+/−*^*/Ramp1*^*fl/fl*^ mouse) was done by crossing *Ramp1*^*fl/fl*^ mice with *LysM*^*cre*^^*+/+*^ mice (B6.129P2-*Lyzs*^*<tm1(cre)Ifo>*^, RIKEN BioResource Research Center, strain 02302). *LysM*^*cre*^^*+/−*^ littermates were used as controls. To obtain mice constitutively expressing tdTomato, *Rosa26*^*tdT*^ mice were crossed with B6.C-Tg(CMV-cre)1Cgn/J mice from Jackson Laboratory (strain 006054).

### Full-thickness skin wound model

Male 10- to 12-week-old mice were used for most experiments, except for experiment with CGRP variant delivery in which female (10- to 12-week-old non-diabetic or 12- to 14-week-old diabetic) mice were used. Full-thickness punch-biopsy wounds (5 mm in diameter) were created while mice were under isoflurane anaesthesia as described^25,26^. For analgesia, mice received subcutaneous administration of 0.1 mg kg^−1^ buprenorphine. In non-diabetic mice, wounds were covered with a round seal spot plaster (22.5 mm, Livingstone International, Australia) secured with 3M surgical tape. In experiments involving CGRP delivery, a nylon ring (Zenith 5/16 inch and M8 Nylon Washer) was attached with superglue (UHU) to prevent wound contraction. Wounds received topical treatment with either 10 μl of saline (PBS) or a CGRP variant in PBS. Solutions were applied in two different dosages: 250 ng of CGRP or equimolar eCGRP on day 1 post-injury for the low dose, and 500 ng of CGRP or equimolar eCGRP on day 1 and day 4 post-injury for the high dose. For diabetic mice, 4 wounds were created and treated with PBS or CGRP variant in PBS (500 ng CGRP or equimolar eCGRP) on day 1 and day 3.

### Volumetric muscle loss model

Non-diabetic (10- to 12-week-old) and diabetic (12- to 14-week-old) male mice underwent isoflurane anaesthesia. For analgesia, mice received subcutaneous administration of 0.1 mg kg^−1^ buprenorphine. A 1-cm unilateral incision was made, exposing the fascia. Muscle injuries were created either with a 3-mm biopsy punch or by excising a 3 mm × 5 mm segment of the quadriceps, including the rectus femoris muscle. In experiments involving CGRP delivery, muscle defects were covered with a fibrin matrix (40 μl total, 8 mg ml^−1^ fibrinogen (Enzyme Research Laboratories), 12 U ml^−1^ bovine thrombin (Sigma), 5 mM CaCl_2_, and 17 μg ml^−1^ aprotinin (Roche, Sigma)) containing CGRP (250 ng or 1 μg for non-diabetic mice and 1 μg for diabetic mice) or equimolar eCGRP. The incision site was sutured with non-absorbable sutures.

### Adoptive transfer of bone marrow cells

Bone marrow cells (1 × 10^7^) from 6-week-old *Ramp1*^*−/−*^ or wild-type C57BL/6 J mice were intravenously injected into lethally irradiated 6-week-old recipient wild-type or *Ramp1*^*−/−*^ mice that received 100 mg l^−1^ neomycin sulfate for 2 weeks post-irradiation. Skin or muscle defect surgeries were performed 6 weeks after transplantation.

### Histological analysis

Skin wounds were collected using an 8-mm biopsy punch, fixed in 10% formalin at room temperature for 24 h, cut at the edge of the wounds, embedded in paraffin and sectioned at 4 μm until the centre of the wound was passed. Re-epithelialization was measured by histomorphometric analysis. Slides were stained with haematoxylin and eosin, and the centre of the wound was determined by measuring the distance between the panniculus carnosus muscle gap using Aperio ImageScope Viewer (Leica Biosystems). Closure was calculated as the ratio of epidermis closure to the length of the panniculus carnosus gap. Muscle injury sites, including the proximal and distal quadriceps segments, were collected, fixed in 10% formalin solution for 24 h, embedded in paraffin, and sectioned at 4 μm thickness for 5 depths, starting from the edge of the patella, passing the centre of the wound, up to the proximal end of the defect site. Cross-sections were stained with Masson’s Trichrome. Muscle regeneration was determined by averaging the percentage of blue-stained fibrotic area (normalized to the total area) and the remaining non-fibrotic muscle area across five tissue section depths, using Aperio ImageScope.

### Immunohistochemistry for neuropeptides, TSP-1 and myeloid cells

Tissues and DRGs (L1–L6 vertebrae) were fixed in 4% paraformaldehyde, cryoprotected in 30% sucrose, and embedded in OCT compound for 10 μm cryosections. Sections were stored at −20 °C, thawed, permeabilized and blocked with 1% bovine serum albumin (BSA), 10% normal goat serum (NGS) or normal donkey serum in PBS for 1 h. Sudan Black B solution (0.1% in 70% ethanol) was applied for 10 min. For neuropeptide detection, primary antibodies were added in staining buffer (0.5% BSA, 5% NGS or 0.5% BSA, 5% normal donkey serum in PBS) overnight at 4 °C. The primary antibodies included rabbit anti-CGRP (66.7 μg ml^−1^, Sigma, C8198), rabbit anti-substance P (1:500, Thermo Fisher Scientific, 20064), rabbit anti-VIP (1:500, Thermo Fisher Scientific, 20077), and goat anti-galanin (1 μg ml^−1^, Abcam, 99452). For TSP-1 detection, sections were incubated with AffiniPure Fab Fragment goat anti-mouse IgG (H + L) at 100 μg ml^−1^ (Jackson ImmunoResearch Labs, 115-007-003) in PBS for 2 h at room temperature, followed by mouse anti-thrombospondin-1 (5 μg ml^−1^, Thermo Fisher Scientific, 14-9756-82). For myeloid cell detection, slides were incubated with rat anti-mouse CD11b (5 μg ml^−1^, Thermo Fisher Scientific, 14-0112-82). Sections were washed and incubated with respective secondary antibodies for 1 h at room temperature. The secondary antibodies included F(ab′)2-Goat anti-Rabbit IgG Alexa Fluor 488 (2.6 μg ml^−1^, Thermo Fisher Scientific, A-11070), donkey anti-goat IgG Alexa Fluor 488 (2.6 μg ml^−1^, Thermo Fisher Scientific, A-11055), goat anti-mouse IgG Alexa Fluor Plus 488 (2.6 μg ml^−1^, Thermo Fisher Scientific, A48286TR), and goat anti-rat IgG Alexa Fluor Plus 594 (2.6 μg ml^−1^, Thermo Fisher Scientific, A48264). Counterstaining with DAPI for 10 min and mounting with Fluoroshield followed. Imaging was done using Leica DMi8 fluorescent microscope and Leica SP8 inverted confocal microscope.

### Evaluation of neuropeptide expression

Skin and muscle samples from male *Nav1.8*^*cre*^^*+/−*^*/Rosa26*^*tdT+/−*^ mice (10- to 12-week-old) were immunostained as detailed above, imaged on a Leica DMi8 fluorescent microscope and processed using Fiji^59^. Binary images were created with an optimal threshold, and overlapping areas were determined by combining region of interest binary images. Area fraction values, indicating neuropeptide expression in Na_V_1.8^+^ nerves, were calculated based on pixel ratios and converted using a built-in scale bar^60,61^.

### Immunofluorescence for Ki-67 and KRT14

Paraffin sections underwent 20-minute antigen retrieval in 10 mM sodium citrate buffer (pH 6.0), followed by PBS washes and 5-minute permeabilization (0.2% Triton X-100 in PBS). Blocking with 10% NGS in 1% BSA/PBS occurred for 2 h, and endogenous IgG was blocked with unconjugated affinity-purified F(ab) fragment anti-mouse IgG (H + L) (10 μg ml^−1^, Jackson ImmunoResearch, AB_2338476) for 1 h at room temperature. Staining overnight at 4 °C utilized rat anti-mouse Ki-67 (5 μg ml^−1^, Thermo Fisher Scientific, 5698-82) and mouse anti-mouse cytokeratin 14 (4 μg ml^−1^, Thermo Fisher Scientific, MA5-11599) in 1% NGS in PBS with 0.1% BSA. After PBS-T washes, incubation with secondary antibodies occurred: goat anti-mouse Alexa Fluor 647 (2 μg ml^−1^, Thermo Fisher Scientific, A-21235) and goat anti-rat Alexa Fluor 488 (2.67 μg ml^−1^, Thermo Fisher Scientific, A48262TR) for 1 h at room temperature, followed by PBS-T wash. Counterstaining with DAPI (1 μg ml^−1^) for 10 min at room temperature preceded mounting with Fluoroshield.

### TUNEL assay

The In Situ Cell Death Detection Kit, TMR red (Roche, 12156792910) was used, following the manufacturer’s instructions on muscle and skin tissue cryosections. To detect CD11b^+^ cells, sections were incubated overnight at 4 °C with rat anti-mouse CD11b (5 μg ml^−1^, M1/70, Thermo Fisher Scientific, 14-0112-82) in staining buffer. After PBS-T washes, sections were incubated with Alexa Fluor 488 goat anti-rat antibody (2.67 µg ml^−1^, Thermo Fisher Scientific, A48262TR), washed with PBS-T, and counterstained with DAPI (1 μg ml^−1^) before mounting with Fluoroshield. Two tissue section levels were evaluated per sample to determine the percentage of TUNEL^+^ apoptotic cells over total CD11b^+^ cells, examining three fields per section within the injury site.

### Fibroblast, keratinocytes, myoblasts and endothelial cell maintenance

Human umbilical vein endothelial cells (HUVECs; Sigma, 200P-05N) cultured in EGM-2 medium (Lonza, CC-4176) up to 3 passages, and primary mouse fibroblasts from C57BL/6 J mouse tails^26^ (passages 2–3) were used. MCDB-131 medium (Thermo Fisher Scientific) with 100 mg ml^−1^ penicillin/streptomycin and 2 mM glutamine was employed for proliferation assays. C2C12 mouse myoblasts (CellBank Australia) were cultured in a 1:1 ratio of DMEM to F10 medium (2 mM glutamine, 10% FBS, 100 units ml^−1^ penicillin/streptomycin). HaCaT keratinocytes (a gift from R. Boyd) were cultured in DMEM without Ca^2+^ and Mg^2+^ (2 nM glutamine, 10% Chelex-treated FBS, 0.03 nM calcium chloride, 100 units ml^−1^ penicillin/streptomycin) for at least 3 passages. Cells obtained from vendors were authenticated and certified negative for *Mycoplasma* contamination. For proliferation assays, FBS was reduced to 2% or kept at 10% for 24 h. Detached with TrypLE, cells were seeded (2,000 cells per well for HUVECs, fibroblasts, HaCaTs; 1,000 cells per well for C2C12) and treated with CGRP (1 or 20 nM) or 10–20% FBS. Incubation for 48 h (fibroblasts, C2C12) or 72 h (HUVECs, HaCaTs) at 37 °C with 5% CO_2_ followed. Proliferation was determined using the CyQUANT Cell Proliferation Assay (Invitrogen), presented as fold change over basal proliferation (medium only). PerkinElmer EnVision multi-mode plate reader with EnSpire Manager software was used.

### Flow cytometry with tissue samples

Skin wounds were collected using an 8-mm biopsy punch, and muscle defects were dissected to isolate the quadriceps. Samples were minced with scissors and subjected to two serial digestions with collagenase XI (1 mg ml^−1^) at 37 °C (two times 20 min for skin, two times 15 min for muscle). After the first digestion, the supernatant was collected and mixed with neutralization buffer (DMEM/F12 with 10% FBS and 5 mM EDTA). The first collection was kept on ice and fresh collagenase XI was added to the undigested tissue for the second digestion. Digestion mixtures were passed through a 70-μm cell strainer and stained with LIVE/DEAD Fixable Aqua dye (Thermo Fisher Scientific, 1:400 dilution in PBS) for 20 min on ice. Cells were incubated with TruStain FcX anti-CD16/32 (10 μg ml^−1^; clone 93, BioLegend) diluted in staining buffer (5% FBS and 2 mM EDTA in PBS) for 20 min and subsequently incubated with primary antibodies in staining buffer for a further 30 min on ice. The following anti-mouse antibodies from BioLegend were used: FITC anti-CD11b (clone M1/70, 6.6 μg ml^−1^) or BV711 anti-CD11b (clone M1/70, 2 μg ml^−1^); PE anti-F4/80 (clone BM8, 4 μg ml^−1^); BV421 anti-Ly6G (clone 1A8, 2 μg ml^−1^); BV711 anti-Ly6C (clone HK1.4, 1 μg ml^−1^) or FITC anti-Ly6C (clone HK1.4, 5 μg ml^−1^); PE-Cyanine7 anti-CD206 (clone C068C2, 2.6 μg ml^−1^); APC anti-CD206 (clone C068C2, 2 μg ml^−^^1^); PE-Cyanine7 anti-CD3 (clone 17A2, 4 μg ml^−1^); BV711 anti-CD3 (clone 17A2, 4 μg ml^−1^);APC anti-CD4 (clone GK1.5, 2 μg ml^−1^); BV421 anti-CD8 (clone 53-6.7, 2 μg ml^−1^); PE anti-TCR β (clone H57-597, 2 μg ml^−1^); APC/Fire 750 anti-TCR γ/δ (clone GL3, 2 μg ml^−1^); PE-Cyanine anti-CD11c (clone N418, 2 μg ml^−1^); APC/Fire 750 anti-MHC Class II (clone M5/114.15.2, 2 μg ml^−1^). Cells were washed once with a large volume of staining buffer before analysis with BD LSR Fortessa X-20 and FlowJo software (BD Biosciences).

### Mouse bone marrow neutrophil and monocyte isolation

Bone marrow cells were flushed from femora and tibiae of C57BL/6 J mice (8- to 12-week-old) with HBSS without Ca^2+^ and Mg^2+^ containing 2% FBS and 1 mM EDTA. Cell suspension was passed through a 70-μm strainer. Next, EasySep Mouse Neutrophil Enrichment Kit or EasySep Mouse Monocyte Isolation Kit (STEMCELL Technologies) was used to isolate neutrophils or monocytes according to the manufacturer’s instructions. Neutrophils were resuspended in RPMI containing 100 units ml^−1^ penicillin/streptomycin and 10% FBS for cell migration assay and cell death assay or 2% FBS for efferocytosis. Monocytes were cultured in DMEM/F12 (Thermo Fisher Scientific) containing 10% FBS, 2–10 ng ml^−1^ M-CSF (PeproTech) and 100 units ml^−1^ penicillin/streptomycin for subsequent experiments. RAMP1 and CALCRL were detected on neutrophils and monocytes using rabbit anti-RAMP1 (8.5 μg ml^−1^, Alomone Lab, ARR-021) and rabbit anti-calcitonin receptor-like receptor (5 μg ml^−1^, Biorbyt, orb526584).

### Neutrophil cell death

Bone marrow-isolated neutrophils were cultured in RPMI 1640 medium (10% FBS). Cells were incubated with CGRP (1-20 nM, Tocris Bioscience, 83651-90-5) for 10 min, followed by treatment with IL-1 (5 ng ml^−1^) and TNF (50 ng ml^−1^) for 12 h at 37 °C with 5% CO_2_ to induce cell death. After 12 h, cells were washed with PBS and incubated with LIVE/DEAD Fixable Aqua dye (Thermo Fisher Scientific, 1:400 dilution) in PBS on ice for 20 min. Cell death was assessed using BD LSR Fortessa X-20 and FlowJo software (BD Biosciences).

### Macrophage cell death and polarization marker expression

Bone marrow cells from 8- to 12-week-old C57BL/6 J mice were flushed, filtered and cultured in conditioned medium (DMEM/F12 with 10% heat-inactivated FBS, 100 units ml^−1^ penicillin/streptomycin, and 20% L929 fibroblasts-conditioned medium) at 37 °C with 5% CO_2_. After 7–9 days, differentiated macrophages were collected and seeded in 12-well or 6-well plates. The next day, cells were treated with CGRP (1 or 20 nM, Tocris Bioscience, 83651-90-5) for 20 min before exposure to mouse IL-1 (5 ng ml^−1^) and TNF (50 ng ml^−1^), IL-4 (2 ng ml^−1^) and IL-13 (2 ng ml^−1^), or IL-10 (2 ng ml^−1^) (PeproTech Inc) for 24 or 72 h. Macrophages were detached with TrypLE (Gibco) containing 3 mM EDTA, stained with LIVE/DEAD Aqua dye for 20 min on ice, and incubated with blocking solution (10 μg ml^−1^ TruStain FcX anti-CD16/32 (clone 93, BioLegend)) for 20 min before staining with antibodies for 30 min on ice. Antibodies from BioLegend included PE anti-CD11b (clone M1/70, 1 μg ml^−1^), BV711 anti-F4/80 (clone BM8, 2 μg ml^−1^), APC anti-CD80 (clone 16-10A1, 0.5 μg ml^−1^) and PE-Cyanine7 anti-CD206 (clone C068C2, 1 μg ml^−1^). For intracellular staining, cells were fixed and permeabilized using FluoroFix Buffer and Intracellular Staining Permeabilization Wash Buffer (Perm buffer, BioLegend). APC anti-mouse arginase-1 (Thermo Fisher, Clone AlexF5, 1 μg ml^−1^) was added to the Perm buffer and incubated with the cells for 30 min on ice. After washing with Perm buffer and staining buffer, cells were analysed using BD LSR Fortessa X-20 and FlowJo software (BD Biosciences).

### Neutrophil and macrophage migration

Assays were conducted using 6.5-mm-diameter culture plate inserts (Corning) with 5-μm and 3-μm pore sizes for macrophages and neutrophils, respectively. Macrophages (1 × 10^5^) or neutrophils (3 × 10^5^) in migration media (DMEM/F12 with 0.25% BSA) were added to the inserts. The lower chambers contained migration buffer alone or chemoattractant (mouse CCL2 10 ng ml^−1^ for macrophages or mouse CXCL1/KC 150 ng ml^−1^ for neutrophils, PeproTech) with or without CGRP. Cells were allowed to migrate through the insert membrane for 3-4 h at 37 °C with 5% CO_2_. For macrophages, the inserts were then fixed with 4% paraformaldehyde, and cells on the upper side were removed. DAPI (1 μg ml^−1^) was used to stain cells on the bottom side, and they were counted using a fluorescent microscope. For neutrophils, cells that migrated into the lower chamber were collected and counted using a haemocytometer. The data are presented as the fold change, calculated by dividing the number of cells that migrated in response to treatments by the number of cells that migrated spontaneously (migration media only).

### Efferocytosis

An efferocytosis assay kit (Cayman, 601770) was used following the manufacturer’s instructions. Neutrophils were labelled with CFSE and cultured in RPMI with 2% serum for 12 h to induce cell death. Bone marrow-derived macrophages cultured for 7 days were seeded at a density of 4 × 10^5^ cells per well in a 6-well plate with DMEM/F12 containing 10% FBS and 100 units ml^−1^ penicillin/streptomycin. Prior to the assay, macrophages were pre-treated with CGRP (1 or 20 nM) for 24 h. Macrophages were collected, labelled with CytoTell Blue, and then incubated with CFSE-labelled dead/dying neutrophils at different ratios (1:1, 1:2, and 1:4) at 37 °C for 15 min. The reaction was stopped by washing cells with ice-cold PBS containing 5% FBS and 1 mM EDTA. Cells were analysed with BD LSR Fortessa X-20 and FlowJo software (BD Biosciences). Macrophages were identified by CytoTell Blue-positive staining, and the efferocytosis index was calculated as the percentage of CFSE-positive cells in CytoTell Blue-labelled macrophages.

### Adoptive transfer of tdTomato^+^ cells for in vivo migration and efferocytosis

tdTomato^+^ bone marrow cells from *CMV-cre/Rosa26*^*tdTomato*^ male mice (8- to 12-week-old) were adoptively transferred into *Nav1.8*^*cre*^*/Rosa26*^*DTA*^ and *Rosa26*^*DTA*^ mice either directly after red blood cell lysis (migration assay) or following neutrophil isolation (efferocytosis assay). In the migration assay, 1 × 10^7^ cells were intravenously delivered on day 2 after skin or muscle injury. On day 3, collected tissues were analysed via flow cytometry to detect tdTomato^+^ cells. For the efferocytosis assay, neutrophils were cultured in low serum (2%) for 24 h to induce cell death, and 2 × 10^6^ dead or dying neutrophils were intradermally injected at the skin wound border on day 3 post-injury. After 30 min, collected tissues were assessed via flow cytometry to quantify efferocytosis as the number of monocytes or macrophages that had taken up tdTomato^+^ apoptotic neutrophils. Results were presented as fold change relative to *Rosa26*^*DTA*^ control mice.

### RT–PCR, qPCR and RNA-seq

Isolated neutrophils were treated with CGRP (1 nM) in RPMI with 10% FBS and 100 units ml^−1^ penicillin/streptomycin for 4 h at 37 °C with 5% CO_2_. Isolated monocytes cultured in DMEM/F12 with 10% FBS, 100 units ml^−1^ penicillin/streptomycin, and M-CSF (10 ng ml^−1^) for 3 days, had their medium replaced with CGRP (1 nM) for 4 h at 37 °C with 5% CO_2_. After collection, RNA extraction used the RNeasy Plus Micro Kit (Qiagen). For PCR with reverse transcription (RT–PCR) and quantitative PCR (qPCR), reverse transcription used ReverTra Ace (Toyobo). RT–PCR primers were: Human_Calcrl 5′-CATGCACATCCTTATGCAC-3′ and 5′-CCATCACTGATTGTTGACAC-3′; Human_Ramp1 5′-GCCAGGAGGCTAACTACG-3′ and 5′-GAAGAACCTGTCCACCTCTG-3′; Mouse_Calcrl 5′-GGTACCACTACTTGGCATTG-3′ and 5′-GTCACTGATTGTTGACACTG-3′; Mouse_Ramp1 5′-GACGCTATGGTGTGACT-3′ and 5′-GAGTGCAGTCATGAGCAG-3′. Human or mouse *GAPDH* primers were from Integrated DNA Technologies (51-01-07-12 and 51-01-07-13, respectively). PCR products were analysed by gel electrophoresis. qPCR was performed using LightCycle96 with software LightCycle96 (Roche Diagnostics) and TaqMan Assay primers from Thermo Fisher Scientific (*Thbs1*, Mm00449032_g1; *Gapdh*, Mm99999915_g1). For RNA-seq, RNA quantity and quality assessment, library preparation and sequencing were performed at the Medical Genomics Facility, Monash Health Translation Precinct (MHTP). RNA quantity was assessed using Qubit. RNA samples (20 ng) with RNA integrity number (RIN) value ≥ 7 were used for library preparation. First strand synthesis was performed using a dT primer which adds the Illumina P7 (5′-CAAGCAGAAGACGGCATACGAGAT-3′), 8-bp i7 index for each sample and a 10-bp unique molecular identifier. The modified reverse transcriptase reaction also adds a template switching sequence at the 5′ end of the RNA during the generation of indexed cDNA. These first stand indexed cDNA were pooled and amplified using primers to P7 and the template switch sequence. Illumina P5 was added by tagmentation by Nextera transposase during amplification. Standard Illumina R1 primer was used (main cDNA read), followed by standard i7 primer for index or unique molecular identifier. R2 primer was present but not used as it will read into poly-A tail. Sequencing was performed on the NextSeq2000 (Illumina), using NextSeq 1000/2000 P2 Reagents (100 cycles) v3 (Illumina) in accordance with the Illumina Protocol 1000000109376 v3 Nov2020.

### Demultiplexing and mapping

Fastq files were processed using the nfCore/RNAseq (v3.2) pipeline using the umi function^62^. Reads were aligned to the *Mus musculus* GRCm38 reference using STAR aligner^63^. Reads were quantified using featureCounts producing the raw genes count matrix and various quality control metrics which were summarized in a multiQC report^64,65^. Raw counts were analysed with Degust^66^, a web tool which performs normalization using trimmed mean of M values (TMM)^67^. Differential gene expression analysis was performed using limma/voom^68^ in Degust and genes with a FDR-adjusted *P* value < 0.05 were considered significantly upregulated or downregulated. Volcano plots were made using the web tool, VolcaNoseR^69^. Gene ontology enrichment analysis for biological processes was performed with the web tool, ShinyGO 0.77, by providing all upregulated or downregulated DEGs separately as the input for each experimental group^70^.

### siRNA-mediated knockdown

Macrophages (4 × 10^5^ cells per well in a 6-well plate) were transfected with 10 nM scrambled siRNA (Silencer Select Negative Control No. 1 siRNA, Thermo Fisher, 4390843) or Silencer Select Pre-Designed siRNA against mouse TSP-1 (Thermo Fisher, s124596) using Reduced-Serum Medium (Opti-MEM, Gibco) and Lipofectamine RNAiMAX (Invitrogen, 51985034) for 6 h. The medium was then replaced with fresh culture medium (DMEM/F12 with 10% FBS). After 24 h, cells were collected for the migration assay. For the efferocytosis assay, cells were cultured with 1 nM CGRP immediately after transfection. After 24 h, cells were collected and co-cultured with dead or dying neutrophils. The evaluation of cell death and polarization used the same methods as those for assessing macrophage death and polarization marker expression.

### CGRP variants

CGRP and eCGRP were synthesized by ProteoGenix. eCGRP was designed to contain PlGF residues 123–141 at the N terminus followed by a plasmin-sensitive sequence from vitronectin (KGYR)^71^. For both variants, a disulfide bond was formed between the two cysteine residues and the C-terminal phenylalanine was amidated. Peptide purity, determined by high performance liquid chromatography, was 89.63% for CGRP and 87.33% for eCGRP.

### Cleavage of eCGRP by plasmin

CGRP (4 μg) and equimolar eCGRP in 20 μl of PBS (pH 7.2) were incubated with plasmin (0.0005 U μg^−1^, Sigma) at 37 °C for 60 min. Aprotinin (25 μg ml^−1^, Sigma) was added for 5 min at 37 °C to stop plasmin activity. Samples were analysed by SDS–PAGE.

### Retention of CGRP and eCGRP into skin and muscle

CGRP (1 μg) or an equal molar amount of eCGRP was intradermally administered to the shaved dorsal skin of male 10- to 12-week-old *Nav1.8*^*cre*^^*+/−*^*/Rosa26*^*tdT+/−*^ mice, with injection sites marked using a marker. For muscle, CGRP variants were injected into the quadriceps. After 24 h, collected injection sites underwent cryosectioning and immunostaining. Fiji^59^ was used for analysis, excluding the co-localization area of CGRP with tdTomato fluorescence, indicating endogenous CGRP expression.

### cAMP quantification

Freshly isolated neutrophils or bone marrow-derived macrophages (1 million cells) were treated with CGRP (1 nM) in RPMI with 10% FBS for 30 min at 37 °C with 5% CO_2_. cAMP levels were quantified using a cAMP ELISA kit from Cayman Chemical (581001) according to the manufacturer’s instructions.

### Spontaneous pain behaviour assessment

Eight mice per group (4 males, 4 females, C57BL/6 J, 10- to 12-week-old) were acclimatized for 1 h in empty cages. The right hind paw received an intraplantar injection 1 μg of wild-type CGRP, equimolar amount of eCGRP, 0.05% capsaicin (Sigma, M2028), or 20 μl saline. Mice were immediately placed in the cage, and their behaviour was recorded. The number of episodes and the time spent licking, shaking, flinching and lifting the paw were recorded for first 5 min and for 5 min after 1, 6, 24 and 48 h.

### Hot plate test

Eight mice per group (4 males, 4 females, C57BL/6 J, 10- to 12-week-old) received an intraplantar injection of 1 μg of wild-type CGRP, equimolar amount of eCGRP, or 20 μl saline in the right hind paw. After 30 min, mice were individually placed on a metal hot plate set to 52 °C. The latency, from mouse placement on the surface to the first behavioural sign of nociception (for example, lifting, shaking, licking the hind paw or jumping), was measured. Mice were immediately removed from the hot plate after responding or after a 30 s cut-off. The test was repeated after 1, 6, 24 and 48 h.

### ELISAs for cytokines and MMPs

Homogenized skin wound and muscle tissues were incubated for 30 min on ice in T-PER Tissue Protein Extraction Reagent (10 ml per g of tissue, Thermo Fisher Scientific) containing 1 tablet of protease inhibitor for 7 ml (Roche). Samples were then centrifuged at 10,000*g* for 5 min and supernatants were stored at −80 °C. Total protein concentration was measured with a Bradford assay (Millipore). Cytokines and MMPs were detected by ELISA from R&D Systems; Mouse IL-1 beta/IL-1F2 DuoSet ELISA; Mouse CCL2/JE/MCP-1 DuoSet ELISA, Mouse CXCL2/MIP-2 DuoSet ELISA; Total MMP-2 Quantikine ELISA Kit; Mouse Total MMP-9 DuoSet ELISA.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 10 (GraphPad). Significant differences were calculated with Student’s *t*-test, one-sample *t*-test, and by ANOVA when performing multiple comparisons between groups. *P* < 0.05 was considered as a statistically significant difference.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-07237-y.

## Supplementary information

Supplementary Figure 1 Original gel images for Extended Data Figs. 3f, 5a and 7b.

Reporting Summary

## Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 4

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 9

## Data Availability

All data supporting the findings of this study are provided within the manuscript and its Supplementary Information. RNA-seq data generated for this study are deposited in the NCBI Gene Expression Omnibus under accession GSE255049. Source data are provided with this paper.

## References

[1] Julier, Z., Park, A. J., Briquez, P. S. & Martino, M. M. Promoting tissue regeneration by modulating the immune system. *Acta Biomater.***53**, 13–28 (2017).28119112 10.1016/j.actbio.2017.01.056

[2] Larouche, J., Sheoran, S., Maruyama, K. & Martino, M. M. Immune regulation of skin wound healing: mechanisms and novel therapeutic targets. *Adv. Wound Care***7**, 209–231 (2018).10.1089/wound.2017.0761PMC603266529984112

[3] Muire, P. J., Mangum, L. H. & Wenke, J. C. Time course of immune response and immunomodulation during normal and delayed healing of musculoskeletal wounds. *Front. Immunol.***11**, 1056 (2020).32582170 10.3389/fimmu.2020.01056PMC7287024

[4] Hanc, P., Messou, M. A., Wang, Y. & von Andrian, U. H. Control of myeloid cell functions by nociceptors. *Front. Immunol.***14**, 1127571 (2023).37006298 10.3389/fimmu.2023.1127571PMC10064072

[5] Chiu, I. M. et al. Bacteria activate sensory neurons that modulate pain and inflammation. *Nature***501**, 52–57 (2013).23965627 10.1038/nature12479PMC3773968

[6] Riol-Blanco, L. et al. Nociceptive sensory neurons drive interleukin-23-mediated psoriasiform skin inflammation. *Nature***510**, 157–161 (2014).24759321 10.1038/nature13199PMC4127885

[7] Maruyama, K. et al. Nociceptors boost the resolution of fungal osteoinflammation via the TRP channel–CGRP–Jdp2 axis. *Cell Rep.***19**, 2730–2742 (2017).28658621 10.1016/j.celrep.2017.06.002

[8] Pinho-Ribeiro, F. A. et al. Blocking neuronal signaling to immune cells treats streptococcal invasive infection. *Cell***173**, 1083–1097.e1022 (2018).29754819 10.1016/j.cell.2018.04.006PMC5959783

[9] Baral, P. et al. Nociceptor sensory neurons suppress neutrophil and gammadelta T cell responses in bacterial lung infections and lethal pneumonia. *Nat. Med.***24**, 417–426 (2018).29505031 10.1038/nm.4501PMC6263165

[10] Yang, D. et al. Nociceptor neurons direct goblet cells via a CGRP–RAMP1 axis to drive mucus production and gut barrier protection. *Cell***185**, 4190–4205.e4125 (2022).36243004 10.1016/j.cell.2022.09.024PMC9617795

[11] Hanc, P. et al. Multimodal control of dendritic cell functions by nociceptors. *Science***379**, eabm5658 (2023).36996219 10.1126/science.abm5658PMC10642951

[12] Pinho-Ribeiro, F. A. et al. Bacteria hijack a meningeal neuroimmune axis to facilitate brain invasion. *Nature***615**, 472–481 (2023).36859544 10.1038/s41586-023-05753-xPMC10593113

[13] Kumar, A. & Brockes, J. P. Nerve dependence in tissue, organ, and appendage regeneration. *Trends Neurosci.***35**, 691–699 (2012).22989534 10.1016/j.tins.2012.08.003

[14] Buckley, G., Wong, J., Metcalfe, A. D. & Ferguson, M. W. Denervation affects regenerative responses in MRL/MpJ and repair in C57BL/6 ear wounds. *J Anat***220**, 3–12 (2012).22066944 10.1111/j.1469-7580.2011.01452.xPMC3248659

[15] Simoes, M. G. et al. Denervation impairs regeneration of amputated zebrafish fins. *BMC Dev. Biol.***14**, 49 (2014).25551555 10.1186/s12861-014-0049-2PMC4333893

[16] Rinkevich, Y. et al. Clonal analysis reveals nerve-dependent and independent roles on mammalian hind limb tissue maintenance and regeneration. *Proc. Natl Acad. Sci. USA***111**, 9846–9851 (2014).24958860 10.1073/pnas.1410097111PMC4103362

[17] Rabiller, L. et al. Pain sensing neurons promote tissue regeneration in adult mice. *NPJ Regen. Med.***6**, 63 (2021).34650070 10.1038/s41536-021-00175-7PMC8516997

[18] Hoeffel, G. et al. Sensory neuron-derived TAFA4 promotes macrophage tissue repair functions. *Nature***594**, 94–99 (2021).34012116 10.1038/s41586-021-03563-7

[19] Dubin, A. E. & Patapoutian, A. Nociceptors: the sensors of the pain pathway. *J. Clin. Invest.***120**, 3760–3772 (2010).21041958 10.1172/JCI42843PMC2964977

[20] Talbot, S., Foster, S. L. & Woolf, C. J. Neuroimmunity: physiology and pathology. *Annu. Rev. Immunol.***34**, 421–447 (2016).26907213 10.1146/annurev-immunol-041015-055340

[21] Baral, P., Udit, S. & Chiu, I. M. Pain and immunity: implications for host defence. *Nat. Rev. Immunol.***19**, 433–447 (2019).30874629 10.1038/s41577-019-0147-2PMC6700742

[22] Chazaud, B. Inflammation and skeletal muscle regeneration: leave it to the macrophages! *Trends Immunol.***41**, 481–492 (2020).32362490 10.1016/j.it.2020.04.006

[23] Ratnayake, D. et al. Macrophages provide a transient muscle stem cell niche via NAMPT secretion. *Nature***591**, 281–287 (2021).33568815 10.1038/s41586-021-03199-7

[24] Abrahamsen, B. et al. The cell and molecular basis of mechanical, cold, and inflammatory pain. *Science***321**, 702–705 (2008).18669863 10.1126/science.1156916

[25] Martino, M. M. et al. Growth factors engineered for super-affinity to the extracellular matrix enhance tissue healing. *Science***343**, 885–888 (2014).24558160 10.1126/science.1247663

[26] Tan, J. L. et al. Restoration of the healing microenvironment in diabetic wounds with matrix-binding IL-1 receptor antagonist. *Commun. Biol.***4**, 422 (2021).33772102 10.1038/s42003-021-01913-9PMC7998035

[27] Donnelly, C. R., Chen, O. & Ji, R. R. How do sensory neurons sense danger signals? *Trends Neurosci.***43**, 822–838 (2020).32839001 10.1016/j.tins.2020.07.008PMC7530006

[28] Udit, S., Blake, K. & Chiu, I. M. Somatosensory and autonomic neuronal regulation of the immune response. *Nat. Rev. Neurosci.***23**, 157–171 (2022).34997214 10.1038/s41583-021-00555-4PMC9539447

[29] Tsujikawa, K. et al. Hypertension and dysregulated proinflammatory cytokine production in receptor activity-modifying protein 1-deficient mice. *Proc. Natl Acad. Sci. USA***104**, 16702–16707 (2007).17923674 10.1073/pnas.0705974104PMC2034234

[30] Clausen, B. E., Burkhardt, C., Reith, W., Renkawitz, R. & Forster, I. Conditional gene targeting in macrophages and granulocytes using *LysM*^*cre*^ mice. *Transgenic Res.***8**, 265–277 (1999).10621974 10.1023/a:1008942828960

[31] Peiseler, M. & Kubes, P. More friend than foe: the emerging role of neutrophils in tissue repair. *J. Clin. Invest.***129**, 2629–2639 (2019).31205028 10.1172/JCI124616PMC6597202

[32] Krzyszczyk, P., Schloss, R., Palmer, A. & Berthiaume, F. The role of macrophages in acute and chronic wound healing and interventions to promote pro-wound healing phenotypes. *Front. Physiol.***9**, 419 (2018).29765329 10.3389/fphys.2018.00419PMC5938667

[33] Maschalidi, S. et al. Targeting SLC7A11 improves efferocytosis by dendritic cells and wound healing in diabetes. *Nature***606**, 776–784 (2022).35614212 10.1038/s41586-022-04754-6

[34] Rodrigues, M., Kosaric, N., Bonham, C. A., Gurtner, G. C. & Wound, Healing: a cellular perspective. *Physiol. Rev.***99**, 665–706 (2019).30475656 10.1152/physrev.00067.2017PMC6442927

[35] Wynn, T. A. & Vannella, K. M. Macrophages in tissue repair, regeneration, and fibrosis. *Immunity***44**, 450–462 (2016).26982353 10.1016/j.immuni.2016.02.015PMC4794754

[36] Kourtzelis, I., Hajishengallis, G. & Chavakis, T. Phagocytosis of apoptotic cells in resolution of inflammation. *Front. Immunol.***11**, 553 (2020).32296442 10.3389/fimmu.2020.00553PMC7137555

[37] Cunin, P. et al. Clusterin facilitates apoptotic cell clearance and prevents apoptotic cell-induced autoimmune responses. *Cell Death Dis.***7**, e2215 (2016).27148688 10.1038/cddis.2016.113PMC4917652

[38] Lopez-Dee, Z., Pidcock, K. & Gutierrez, L. S. Thrombospondin-1: multiple paths to inflammation. *Mediators Inflamm.***2011**, 296069 (2011).21765615 10.1155/2011/296069PMC3134184

[39] Soto-Pantoja, D. R. et al. Thrombospondin-1 and CD47 signaling regulate healing of thermal injury in mice. *Matrix Biol.***37**, 25–34 (2014).24840925 10.1016/j.matbio.2014.05.003PMC4955854

[40] Agah, A., Kyriakides, T. R., Lawler, J. & Bornstein, P. The lack of thrombospondin-1 (TSP1) dictates the course of wound healing in double-TSP1/TSP2-null mice. *Am. J. Pathol.***161**, 831–839 (2002).12213711 10.1016/S0002-9440(10)64243-5PMC1867266

[41] Kaur, S. & Roberts, D. D. Emerging functions of thrombospondin-1 in immunity. *Semin. Cell Dev. Biol.***155**, 22–31 (2023).37258315 10.1016/j.semcdb.2023.05.008PMC10684827

[42] Toda, M. et al. Roles of calcitonin gene-related peptide in facilitation of wound healing and angiogenesis. *Biomed. Pharmacother.***62**, 352–359 (2008).18430544 10.1016/j.biopha.2008.02.003

[43] Zidan, A. A. et al. Topical application of calcitonin gene-related peptide as a regenerative, antifibrotic, and immunomodulatory therapy for corneal injury. *Commun. Biol.***7**, 264 (2024).38438549 10.1038/s42003-024-05934-yPMC10912681

[44] Legrand, J. M. D. & Martino, M. M. Growth factor and cytokine delivery systems for wound healing. *Cold Spring Harb. Perspect. Biol.***14**, a041234 (2022).35667794 10.1101/cshperspect.a041234PMC9341469

[45] Julier, Z. et al. Enhancing the regenerative effectiveness of growth factors by local inhibition of interleukin-1 receptor signaling. *Sci. Adv.***6**, eaba7602 (2020).32582857 10.1126/sciadv.aba7602PMC7292637

[46] Shi, X. et al. Neuropeptides contribute to peripheral nociceptive sensitization by regulating interleukin-1β production in keratinocytes. *Anesth. Analg.***113**, 175–183 (2011).21596883 10.1213/ANE.0b013e31821a0258PMC3123433

[47] Levy, D. M. et al. Immunohistochemical measurements of nerves and neuropeptides in diabetic skin: relationship to tests of neurological function. *Diabetologia***35**, 889–897 (1992).1397786 10.1007/BF00399938

[48] Pittenger, G. L. et al. Intraepidermal nerve fibers are indicators of small-fiber neuropathy in both diabetic and nondiabetic patients. *Diabetes Care***27**, 1974–1979 (2004).15277426 10.2337/diacare.27.8.1974

[49] Pradhan, L., Nabzdyk, C., Andersen, N. D., LoGerfo, F. W. & Veves, A. Inflammation and neuropeptides: the connection in diabetic wound healing. *Expert Rev. Mol. Med.***11**, e2 (2009).19138453 10.1017/S1462399409000945PMC3708299

[50] Volmer-Thole, M. & Lobmann, R. Neuropathy and diabetic foot syndrome. *Int. J. Mol. Sci.***17**, 917 (2016).27294922 10.3390/ijms17060917PMC4926450

[51] Parasoglou, P., Rao, S. & Slade, J. M. Declining skeletal muscle function in diabetic peripheral neuropathy. *Clin. Ther.***39**, 1085–1103 (2017).28571613 10.1016/j.clinthera.2017.05.001PMC5503477

[52] Sullivan, K. A. et al. Mouse models of diabetic neuropathy. *Neurobiol. Dis.***28**, 276–285 (2007).17804249 10.1016/j.nbd.2007.07.022PMC3730836

[53] Nguyen, M. H., Cheng, M. & Koh, T. J. Impaired muscle regeneration in ob/ob and db/db mice. *ScientificWorldJournal***11**, 1525–1535 (2011).21805021 10.1100/tsw.2011.137PMC5720064

[54] Wilgus, T. A., Roy, S. & McDaniel, J. C. Neutrophils and wound repair: positive actions and negative reactions. *Adv. Wound Care***2**, 379–388 (2013).10.1089/wound.2012.0383PMC376322724527354

[55] Wong, S. L. et al. Diabetes primes neutrophils to undergo NETosis, which impairs wound healing. *Nat. Med.***21**, 815–819 (2015).26076037 10.1038/nm.3887PMC4631120

[56] Chen, J. et al. Targeting matrix metalloproteases in diabetic wound healing. *Front. Immunol.***14**, 1089001 (2023).36875064 10.3389/fimmu.2023.1089001PMC9981633

[57] Wetzler, C., Kampfer, H., Stallmeyer, B., Pfeilschifter, J. & Frank, S. Large and sustained induction of chemokines during impaired wound healing in the genetically diabetic mouse: prolonged persistence of neutrophils and macrophages during the late phase of repair. *J. Invest. Dermatol.***115**, 245–253 (2000).10951242 10.1046/j.1523-1747.2000.00029.x

[58] Jusek, G., Reim, D., Tsujikawa, K. & Holzmann, B. Deficiency of the CGRP receptor component RAMP1 attenuates immunosuppression during the early phase of septic peritonitis. *Immunobiology***217**, 761–767 (2012).22656887 10.1016/j.imbio.2012.04.009

[59] Schindelin, J. et al. Fiji: an open-source platform for biological-image analysis. *Nat. Methods***9**, 676–682 (2012).22743772 10.1038/nmeth.2019PMC3855844

[60] Adler, J. & Parmryd, I. Colocalization analysis in fluorescence microscopy. *Methods Mol. Biol.***931**, 97–109 (2013).23026999 10.1007/978-1-62703-056-4_5

[61] Price, T. J. & Flores, C. M. Critical evaluation of the colocalization between calcitonin gene-related peptide, substance P, transient receptor potential vanilloid subfamily type 1 immunoreactivities, and isolectin B4 binding in primary afferent neurons of the rat and mouse. *J. Pain***8**, 263–272 (2007).17113352 10.1016/j.jpain.2006.09.005PMC1899162

[62] Patel, H., Ewels, P. & Peltzer, A. nf-core/rnaseq: nf-core/rnaseq v3.2 - Copper Flamingo. *Zenodo*10.5281/zenodo.1400710 (2021).

[63] Dobin, A. et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics***29**, 15–21 (2013).23104886 10.1093/bioinformatics/bts635PMC3530905

[64] Liao, Y., Smyth, G. K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics***30**, 923–930 (2014).24227677 10.1093/bioinformatics/btt656

[65] Ewels, P., Magnusson, M., Lundin, S. & Kaller, M. MultiQC: summarize analysis results for multiple tools and samples in a single report. *Bioinformatics***32**, 3047–3048 (2016).27312411 10.1093/bioinformatics/btw354PMC5039924

[66] Powell, D. R. drpowell/degust 4.1.1. *Zenodo*10.5281/zenodo.3258932 (2019).

[67] Robinson, M. D. & Oshlack, A. A scaling normalization method for differential expression analysis of RNA-seq data. *Genome Biol.***11**, R25 (2010).20196867 10.1186/gb-2010-11-3-r25PMC2864565

[68] Law, C. W., Chen, Y., Shi, W. & Smyth, G. K. voom: precision weights unlock linear model analysis tools for RNA-seq read counts. *Genome Biol.***15**, R29 (2014).24485249 10.1186/gb-2014-15-2-r29PMC4053721

[69] Goedhart, J. & Luijsterburg, M. S. VolcaNoseR is a web app for creating, exploring, labeling and sharing volcano plots. *Sci. Rep.***10**, 20560 (2020).33239692 10.1038/s41598-020-76603-3PMC7689420

[70] Ge, S. X., Jung, D. & Yao, R. ShinyGO: a graphical gene-set enrichment tool for animals and plants. *Bioinformatics***36**, 2628–2629 (2020).31882993 10.1093/bioinformatics/btz931PMC7178415

[71] Chain, D., Kreizman, T., Shapira, H. & Shaltiel, S. Plasmin cleavage of vitronectin. Identification of the site and consequent attenuation in binding plasminogen activator inhibitor-1. *FEBS Lett.***285**, 251–256 (1991).1713175 10.1016/0014-5793(91)80810-p

# Supplementary material for: CGRP sensory neurons promote tissue healing via neutrophils and macrophages
**Source:** Nature. 2024 Mar 27;628(8008):604–11. doi: 10.1038/s41586-024-07237-y
**Supplement:** Supplementary file 1 — Original gel images for Extended Data Figs. 3f, 5a and 7b.

---

## Supplementary information

---

# **CGRP sensory neurons promote tissue healing via neutrophils and macrophages**

---

In the format provided by the  
authors and unedited

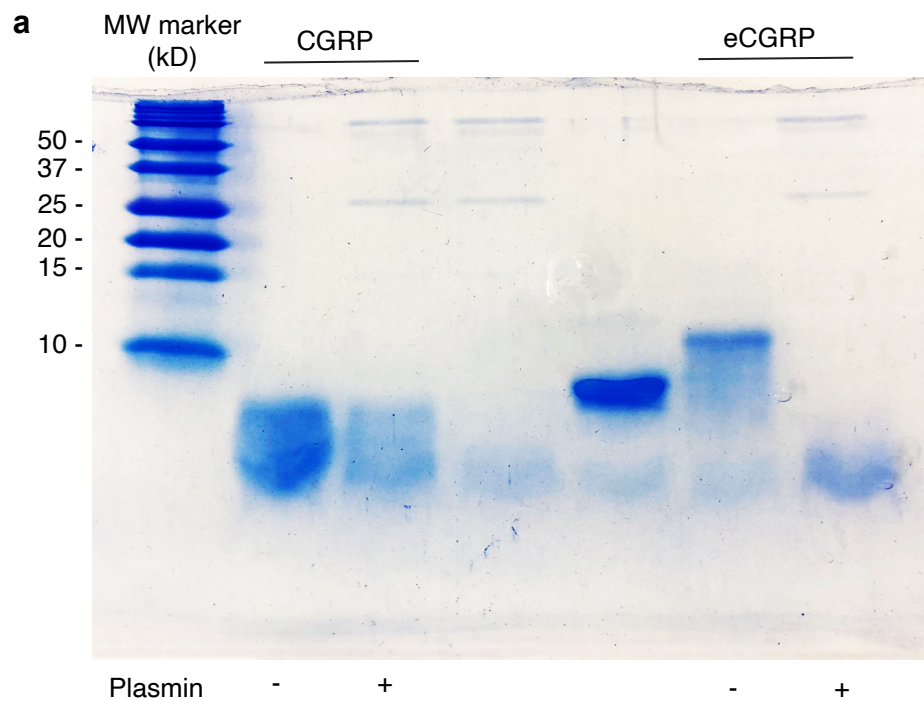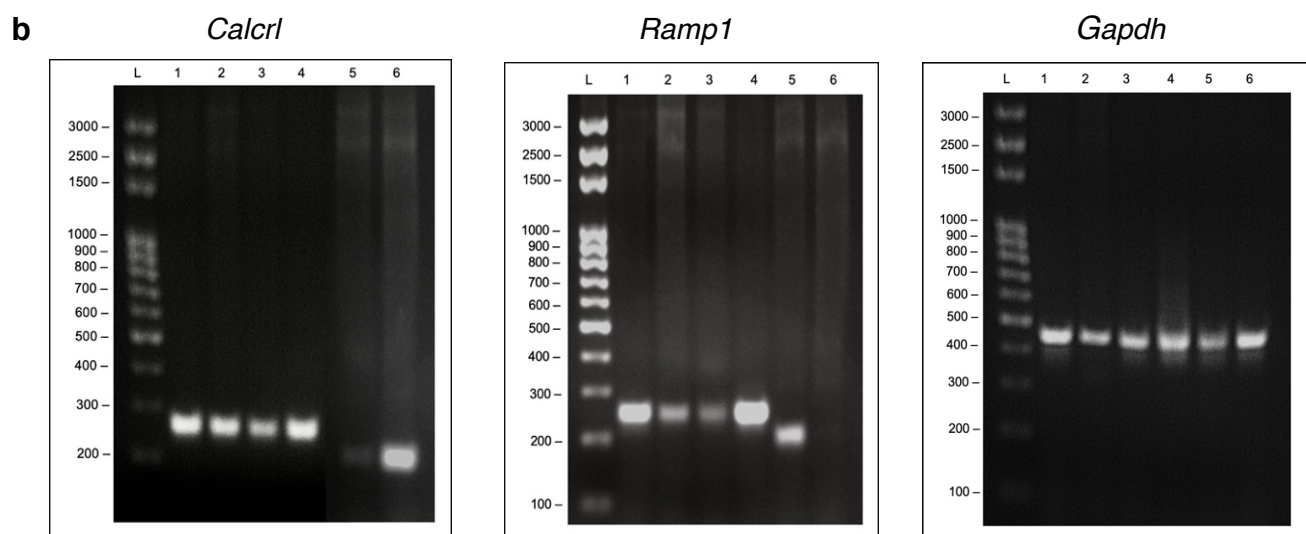

L: Ladder  
 Lane 1: Macrophages  
 Lane 2: Fibroblasts  
 Lane 3: Myoblasts  
 Lane 4: Neutrophils  
 Lane 5: Keratinocytes  
 Lane 6: Endothelial cells

How the deposited data were processed for this re-analysis (not part of the article)

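RNA was sequenced from mouse bone marrow neutrophils and from monocytes cultured with M-CSF (macrophages in the paper, monocyte/macrophage in the sample labels), each after 4 h with 1 nM CGRP or saline (PBS), with 3 libraries per group and 12 in all. The authors removed PCR copies by unique molecular identifiers with the nfCore/RNAseq pipeline, aligned the reads to GRCm38 with STAR, counted them per gene with featureCounts, and deposited raw counts in a separate table for each cell type. The paper's text does not state the annotation release, the strand setting of the counting or a filter on low counts. The values were checked to be whole numbers, no library was an identical copy of another, and the 52636 genes of each table were the same. Gene names and positions came from a GENCODE annotation of GRCm38, in which 52489 of the gene identifiers were found. The columns were matched to samples by their names.

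The counts per library summed to between 2002559 and 3631989, so that 3 counts, taken as the floor, correspond to between 0.826 and 1.50 CPM. The 10 most abundant genes took between 20.1% and 25.7% of the counts in neutrophils and between 14.4% and 17.3% in macrophages. Floors cover counting error only.

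Each cell type was analysed on its own 6 libraries. Genes were kept by edgeR's filterByExpr, libraries were scaled by TMM, and CGRP was compared with saline by limma-voom (lmFit and eBayes, two-sided, Benjamini–Hochberg adjustment, threshold 0.05), since the paper names limma-voom with TMM. The difference in the CGRP effect between the cell types was tested as an interaction term in a limma-voom fit over the 12 libraries. Gene lists written by symbol (chemokine receptors and integrins, pro-death genes, genes induced by cAMP) were tested with limma's camera, with an inter-gene correlation of 0.01, and the p-values of the 6 tests were adjusted together. Further lists (survival, monocyte, neutrophil and platelet genes) were used for single checks. The alternatives were edgeR's quasi-likelihood test, DESeq2, DESeq2 size factors in limma-voom, library size without TMM, no filter on low counts, at least 10 counts in at least 1 library or in every library, voomWithQualityWeights, the replicate number as a block, counts thinned to the smallest library, a fold change over 1.5, a single fit over all 12 libraries, limma's fry in place of camera, and leaving out each library in turn. The pairing for the block comes from the replicate numbers that the groups share in the labels, and neither the labels nor the paper's text say whether libraries with the same number came from the same mice.

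The genes named in the text are those the paper names for its RNA-seq, the receptor genes *Ramp1* and *Calcrl* and the marker *Mrc1*, in each cell type the 5 genes with the largest rise and the 5 with the largest fall among DEGs whose groups do not overlap, the 3 genes with the smallest adjusted p of the interaction, and, from the gene lists, only members with an adjusted p under 0.05, not each of which is named. Genes used to check one of these, such as overlapping genes, are named where they are used. Shared sequence was measured as the share of a transcript's 31-base sequences, over its whole length and over the last 500 bases, that occur in another annotated gene. Apart from those named with their values, and from *Ergic1* (antisense to *Dusp1*) and *Bcl2l13* (to *Bid*), the genes listed in the tables that overlap a named gene on the opposite strand had at most 5 counts in any library. *Gm33858* (opposite *Cx3cr1*), *Gm48008* (opposite *Tgfb3*) and *Gm48001* (opposite *Efr3b*) are not among these, and their counts were not checked.

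GC content and exonic length were checked by removing each library's loess trend (span 0.5) on either before the test, depth by thinning, and abundant genes by removing the 100 with the most counts. GC values were found for 99.9% of the genes tested in each cell type. RNA from the other cell type was checked by leaving out genes over 4-fold higher in its saline libraries. Other splits of the 6 libraries of a cell type were run in all 10 ways, and 100 of the 200 relabellings of treatment within both cell types were run for the interaction.

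The steps were tested on simulated data in which 200 genes were changed. Each planted change was far above the median absolute log2 fold change of the tested genes, 0.15 in neutrophils and 0.24 in macrophages. The shares below therefore do not tell how often smaller changes are found. In limma-voom, 170 of the 195 changed genes that could be tested were recovered with neutrophil depths (87.2%, with 10 false calls, over 9875 genes) and 159 of 192 with macrophage depths (82.8%, with 3 false calls, over 9406 genes). The interaction recovered 96 of 197 (48.7%, over 10752 genes). Its genes were drawn from those kept over both cell types and were changed in macrophages only, where some may be scarce. Its lower share is therefore not a like comparison with the shares within a cell type.

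The software was R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9, with the random seed 20240327. The paper's enrichment analysis of GO terms was not repeated, because GO annotation was not used here, and the gene lists above are not GO terms.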

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

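The tests of GC content, gene length, abundant genes, RNA from the other cell type and reads shared between similar genes were chosen only after the results had been seen, and so was the use of thinned counts to test unequal depth between libraries, whereas the comparisons, the alternative settings (thinned counts among them), the rule for naming genes and the other splits of the libraries were set before the data were examined.

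The effect of CGRP differed between macrophages and neutrophils for 252 of the 10694 genes tested over both cell types (adjusted p under 0.05 for the interaction in limma-voom), with 129 higher and 123 lower in macrophages relative to neutrophils, and for 295 genes with the replicate number as a block. This drew attention as a difference between 2 groups under the same treatment. Treatment was reassigned among the libraries within each cell type in 100 of the 200 possible ways, 32 of which part every pair of libraries with the same number, as the real assignment does. Of these 32, 5 gave as many genes, the real one included. All 5 keep the macrophage groups whole. They include the swap of treatment in a single cell type, which turns the difference of the effects into their sum and gave 739 genes, and the largest of the remaining counts was 379. In the 24 of the 32 that break up the macrophage groups, the largest count was 1, and the 8 that keep them, the real one included, gave between 220 and 739 genes. Of the 68 other relabellings, which part fewer pairs, 1 gave as many (343 genes). It and 3 others of the 68 keep the macrophage groups, with at least 220 genes each, and among those of the 68 that break them up the largest counts were 106 and 11. Relabellings that keep the macrophage groups leave the effect of CGRP on macrophages in the interaction, so their counts are no measure of what chance gives for a difference between the cell types, and this test shows neither that the number of genes arose by chance nor that it did not. With every library thinned to the smallest total, 201 genes passed, so unequal depth did not account for the number. GC content, gene length and RNA from other cells were not tested for the interaction.

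Among the genes named by the rule, the effect differed between the cell types for 23, with adjusted p-values between 1.98e-08 and 0.0385 in limma-voom. The log2 fold change was higher in macrophages by 2.64 for *Thbs1*, 2.24 for *Vegfa*, 1.60 for *Cd14*, 1.66 for *Rarg* and 0.72 for *Stat3*. It was also higher by 2.86 for *Pde4b*, 2.64 for *Cytip*, 2.13 for *Got1*, 2.75 for *Nr4a2*, 3.00 for *Rnf125*, 2.33 for *Pde3b*, 2.88 for *Crem*, 0.77 for *Rgs2* and 1.47 for *Pmaip1*. The difference was −0.96 for *Cx3cr1*, −4.42 for *Cables1*, −3.35 for *Ldhc*, −3.61 for *Kcnj2*, −4.00 for *P2ry1*, −3.93 for *Kcne3*, −3.39 for *Plau*, −2.35 for *Bcl2l1* and −2.35 for *Atf3*. Most of these genes were named because they changed in one cell type, so their number among named genes says nothing about how common such differences are. *Pmaip1* passed within macrophages in 2 of the 6 fits that left out a library, and its adjusted p was between 0.0159 and 0.138 over its 10 alternatives. The size of the difference for *Cables1* (SE 1.08) is uncertain, since its saline-treated neutrophil libraries had 0, 3 and 2 counts. The limits given below for the other genes apply here too, and no cause in the cells was tested.

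In neutrophils, 8 genes that the paper does not discuss stood out from the saline libraries by the size of their change. *Cables1* was at least 7.69-fold higher with CGRP, and the log2 fold change was 3.67 for *Ldhc*, 3.30 for *Krt81*, 2.52 for *Ramp3*, −3.31 for *Grin1*, −2.34 for *Slco4a1*, −1.87 for *Itih5* and −1.63 for *Lrrc20*. In each, all 3 CGRP libraries were on the same side of all 3 saline libraries, by which they were chosen. *Grin1* had 16, 14 and 10 counts with saline and 8, 0 and 0 with CGRP, and passed in 2 of the 6 fits that left out a library and in 5 of 8 alternatives, with adjusted p-values from 9.80e-04 to 0.868 (limma-voom, edgeR and DESeq2). *Lrrc20* passed in 5 of the 6 fits. Of all 10 genes with the largest changes, 0 shared over 10% of the 31-base sequences of their 3′ end with another gene, a property of the sequence alone. *Krt81* shares 51.3% over its whole length, 45.2% with *Krt86*, but *Krt86* changed by 0.13 on the log2 scale. The number of neutrophil DEGs was 251 after a correction for GC content, 275 after one for gene length, 202 with every library thinned to the smallest total, 244 without the 100 most abundant genes and 234 without the genes over 4-fold higher in saline-treated macrophages, against 248. Of the 10 splits of the 6 libraries, 4 part every pair with the same number, and 1 of these, the real one, gave as many genes. The largest count of the 9 other splits was 4, and between 209 and 799 genes had an unadjusted p under 0.05 in them, against 1257. The smallest share that 4 splits can give is above 0.05 whatever the data, so this test could not have set the changes apart from a chance split of the libraries.

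In macrophages, 9 genes outside those the paper discusses stood out in the same way, among them *Ramp3*, which also rose in neutrophils. *Rpl36-ps3* was at least 7.66-fold higher with CGRP, and the log2 fold change was 4.22 for *Nr4a2*, 4.18 for *Ramp3*, 3.96 for *Rnf125*, −4.07 for *Kcnj2*, −3.67 for *P2ry1*, −3.65 for *Kcne3*, −3.57 for *Plau* and −3.33 for *Efr3b*. Several of these sizes are imprecise, because 1 group had few counts. With saline, *Rnf125* had 4, 0 and 0 counts and *Ramp3* had 5, 6 and 2. With CGRP, *Kcnj2* had 5, 8 and 0 counts, *P2ry1* had 3, 1 and 4, and *Efr3b* had 4, 2 and 0. *Kcne3* passed in 8 of 9 alternatives, where its adjusted p was between 5.00e-05 and 0.269 (the latter with DESeq2). Of all 10 genes with the largest changes, 1 shared over 10% of the 31-base sequences of its 3′ end with another gene. This is *Rpl36-ps3*, a pseudogene that shares 56.5% with *Rpl36*. *Rpl36* itself changed by 0.078 on the log2 scale, but its reads could still be divided with the pseudogene in a way this comparison does not show, so *Rpl36-ps3* remains uncertain. *Rnf125* shares 23.7% over its whole length with *Gm2996*, and none at the 3′ end. The number of macrophage DEGs was 721 after a correction for GC content, 753 after one for gene length, 609 with every library thinned to the smallest total, 690 without the 100 most abundant genes and 630 without the genes over 4-fold higher in saline-treated neutrophils, against 698. As in neutrophils, 1 of the 4 splits that part every same-numbered pair, the real one, gave as many genes, and 4 splits are too few, whatever the data, to set the changes apart from a chance split. Each of the 9 other splits gave 0 genes, with between 73 and 1631 at an unadjusted p under 0.05, against 1860. Leaving out genes higher in neutrophils is a weak check on their RNA. Of the 463 tested, 45 were raised and 23 lowered (adjusted p under 0.05), with a median log2 fold change of 0.14. All 8 neutrophil genes tested rose, though none passed alone (median 0.38, adjusted p = 0.0305 from limma's camera over 18 tests of lists). Of 13 monocyte genes, 11 rose (median 0.33, adjusted p = 3.88e-03 from camera). RNA from other cells was therefore not excluded.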

How the results depend on the processing

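No test in this part was chosen after its result was seen, except the values of single genes in the single fit over all 12 libraries. The log2 fold change of *Thbs1* kept its direction and passed the threshold in both cell types under every alternative listed for it, and so did the rise of the cAMP-induced genes, with medians between 0.38 and 0.58 in neutrophils and between 0.93 and 1.16 in macrophages.

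The number of genes with an adjusted p under 0.05 was 248 in neutrophils. It was 151 with a fold change over 1.5 as well, 137 in a single fit over all 12 libraries, and from 138 to 234 across the 6 fits that each left out a library. In macrophages it was 698, and 1406 with voomWithQualityWeights, 1050 in the single fit over all 12 libraries, and from 347 to 765 across the 6 fits that each left out a library. The interaction gave 252 genes, 520 with voomWithQualityWeights and from 149 to 328 across the 12 fits that each left out a library. Scaling by library size without TMM changed the balance of the neutrophil DEGs from 148 higher and 100 lower to 150 higher and 64 lower, and that of the interaction from 129 higher and 123 lower to 88 higher and 154 lower. In macrophages it changed the balance from 325 higher and 373 lower to 245 higher and 405 lower. The balance was 155 higher and 152 lower in neutrophils without a filter on low counts, and 715 higher and 691 lower in macrophages with voomWithQualityWeights. Library size without TMM shifted the median log2 fold change of all genes to 0.057 in neutrophils, −0.045 in macrophages and −0.098 in the interaction. With the replicate number as a block the counts were 266, 915 and 295. The cause of these differences was not tested.

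In neutrophils *Thbs1* ranked 5 by log2 fold change. It ranked 6 with edgeR's quasi-likelihood test, 17 without a filter on low counts, 2 among genes with at least 10 counts in every library, 6 with the replicate number as a block, 4 with counts thinned to the smallest library, and from 5 to 7 across the 6 fits that each left out a library. In macrophages it ranked 1, but 2 with DESeq2, 2 with counts thinned to the smallest library, and from 1 to 2 across the 6 fits that each left out a library. The cause was not tested.

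The median log2 fold change of the chemokine receptor and integrin genes in neutrophils was −0.089 and passed the threshold only with limma's fry in place of camera (−0.089, adjusted p = 9.28e-04), and it was 0.068 without a filter on low counts. In macrophages it was −0.0074, 0.19 without that filter, and from −0.048 to 0.054 across the 6 fits that each left out a library. The median of the pro-death genes in macrophages was 0.019, −0.025 with library size only, and from −0.032 to 0.12 across the 6 fits. None of these reversals passed the threshold, and the cause was not tested.

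The small change of *Itgav* in neutrophils reversed to 0.050 with edgeR, 0.037 with DESeq2, 0.010 with voomWithQualityWeights and 0.049 with the replicate block, and ran from −0.50 to 0.36 across the 6 fits that each left out a library. *Arg1* in neutrophils reversed to 0.0046 with library size only and 0.017 with thinned counts, and ran from −0.32 to 0.21 across the 6 fits. *S1pr1* in neutrophils ran from −0.44 to 0.062 and *Ramp1* in macrophages from −0.20 to 0.015 across the 6 fits. None of these 4 changes passed the threshold, and the cause was not tested. Over the genes named for neutrophils (36), 337 of 353 values under the alternatives other than leaving out a library and the single fit over all 12 libraries kept direction and side of the threshold, 10 (of 5 genes) fell short of it and 6 reversed. For macrophages (44 genes), 411 of 422 did, and 11 (of 6 genes) fell short. When a library was left out, 186 of 216 values did in neutrophils, 25 (of 8 genes) fell short and 5 reversed. In macrophages 227 of 264 did, 36 (of 13 genes) fell short and 1 reversed. In the single fit over all 12 libraries, read only for the genes the paper discusses, *Mrc1* and the CGRP receptor genes, *Cebpb* and *Clu* in neutrophils fell short, and *Cebpb* is not among the 5 genes above.

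Depth limits which genes were tested. *Itgb3* in macrophages and *Tgfb3* in neutrophils were left out by the filter on low counts, and were tested only without it and in the single fit over all 12 libraries. *Arg1*, *Tgfb3* and *Clu* in macrophages lost the threshold in some fits with a library left out, but so did *S1pr1*, *Sgk1* and *Casp1*, which had more counts. With every library thinned to the smallest total, *Arg1*, *Tgfb3*, *S1pr1*, *Sgk1* and *Casp1* in macrophages still passed, while *Clu* was left out by the filter on low counts and *Rarg* fell short. Genes at or under 3 counts in the saline libraries allow only a lower bound of the fold change.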

Differences from the paper's values

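The adjustment over the paper's list of genes alone and the values of single genes in the fit over all 12 libraries were added after the other results had been seen. The values of *Thbs1* in Fig. 3b, read by eye, do not differ from those computed here by more than the replicate error: the log2 fold change is about 2.4 in neutrophils and about 5.0 in macrophages in Fig. 3b, read by eye, against 2.39 and 5.02.

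The paper states that *Thbs1* was the most upregulated gene in both cell types. By log2 fold change among the genes with an adjusted p under 0.05, it ranked 1 in macrophages and 5 in neutrophils. In neutrophils none of the alternatives set before the data were examined placed it at 1, and the closest was 2, among genes with at least 10 counts in every library, where *Ldhc* was above it. Fig. 3b itself shows an unlabelled neutrophil point to the right of *Thbs1*, read by eye.

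For both cell types, the paper places cell migration among the pathways of the lowered genes and gives *Ccr2*, *Cx3cr1*, *Itgav* and *Itgb3* as examples, without saying which cell type each refers to. Each passed the threshold as lower in at least 1 cell type, but not all 4 did in both. In neutrophils *Cx3cr1* had a log2 fold change of −0.39 with an adjusted p of 0.0843 in limma-voom. None of the alternatives set before the data were examined brought it under 0.05 over all genes, but adjusted over the 15 tested genes of the paper's list alone it was 0.00525. The paper chose that list from these data, so the smaller value shows no stability. *Itgav* in neutrophils had a log2 fold change of −0.06 and an adjusted p of 0.968, and 0.842 over the list alone. No setting called it. *Itgb3* in macrophages had at most 6 counts in any library. It was tested only without a filter on low counts (log2 fold change −0.11, adjusted p = 0.953) and in the single fit over all 12 libraries (0.00, adjusted p = 0.999).

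The paper reports cell death among the processes of the raised genes and migration among those of the lowered genes in both cell types. The lists tested here, which are not GO terms, did not pass the threshold in camera. The paper tested raised and lowered DEGs separately, whereas camera asks whether a list shifts in a common direction. A list with members moving both ways can fail it, so this does not contradict the paper. Of the chemokine receptor and integrin genes, 2 of 25 were lowered and 1 raised in neutrophils (adjusted p under 0.05). In macrophages 3 of 21 were lowered and 2 raised. Of 30 pro-death genes, 0 passed in neutrophils, and 2 rose and 2 fell in macrophages. The median log2 fold change was 0.045 and 0.019 for the pro-death genes, and −0.089 and −0.0074 for the chemokine receptor and integrin genes, in neutrophils and macrophages. With limma's fry in place of camera the chemokine receptor and integrin genes passed in neutrophils (adjusted p = 9.28e-04) and not in macrophages (adjusted p = 0.362).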

Other observations

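No test in this part was chosen after its result was seen, except camera and fry on the monocyte genes, the corrections for GC content and gene length, the set of genes higher in macrophages, the comparison of genes that changed in opposite directions and that with the paper's qPCR.

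The paper's cAMP measurements led to the hypothesis that CGRP raises transcripts of genes induced by cAMP. Of 21 such genes listed by symbol, 16 could be tested in neutrophils, where 14 were higher with CGRP and the median log2 fold change was 0.47 (adjusted p = 2.96e-09 from limma's camera). In macrophages 13 could be tested, where 11 were higher and the median was 1.00 (adjusted p = 4.90e-10), but *Atf3* fell (log2 fold change −2.17, adjusted p = 5.61e-07 from limma-voom). With the replicate number as a block the medians were 0.48 and 1.00. The rise of the medians is consistent with a response to cAMP in both cell types, apart from *Atf3*, and the medians were 0.53 and 0.95 with library size only, without TMM, and 0.47 and 0.99 without a filter on low counts. Other stimuli may raise the same genes, which was not tested, nor were depth, GC content and gene length on this list.

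Platelets carry *Thbs1* transcripts, so RNA from platelets was tested as a source of its rise. The median log2 fold change of the platelet genes was −0.040 in neutrophils and 0.42 in macrophages, below the limits of 1.20 and 2.51 that the rise of *Thbs1* set for the test. The test rests on few genes, since 4 and 2 of the 12 platelet genes had enough counts. Summed over all 12, the neutrophil libraries had 545, 558 and 467 counts with saline and 607, 445 and 450 with CGRP. The macrophage libraries had 2213, 3266 and 1891 with saline and 3081, 2123 and 1262 with CGRP. These sums are not scaled for depth and overlap between the groups. Since the other listed genes had few counts, the sums rest largely on the same 4 and 2 genes and are no further evidence. In macrophages both tested genes were higher with CGRP. RNA from monocytes was not tested as a source of the rise of *Thbs1* in neutrophils.

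Less RNA from monocytes was tested as a source of the falls of *Ccr2* and *Cx3cr1* in neutrophils. The median log2 fold change of 13 monocyte genes was −0.219, with 9 of 13 lower, against a limit of −0.220 that the falls of the 2 genes set for the test. Tested as a set it was lower (adjusted p = 1.21e-03 from limma's camera and 0.0421 from fry, each adjusted over all 18 tests of lists), with *Irf8* (−0.83), *Klf4* (−0.76) and *Lyz2* (−0.39) lower and *Ccl9* (0.43) higher with an adjusted p under 0.05. *Lyz2* was at 21337 CPM in the saline-treated neutrophils, so its fall need not come from monocytes, although it counts in the median and the set test. It shares 36.2% of the 31-base sequences of its 3′ end with *Lyz1* and passed in 2 of the 6 fits that left out a library. It passed in 8 of 10 alternatives, but not with the replicate number as a block (adjusted p = 0.0755 from limma-voom) or in edgeR (adjusted p = 0.158). By the limit set for it the median speaks against the explanation, but in 8 of 17 settings the median was at or past that limit, so the result was left undecided after that was seen. A wider set goes against the explanation: the 402 tested genes over 4-fold higher in saline-treated macrophages had a median log2 fold change of 0.044 in neutrophils, with 9 raised and 5 lowered (adjusted p under 0.05). Macrophages after culture are not monocytes, so this set does not settle it either. Whether monocytes within the neutrophil preparation responded to CGRP was not tested. With saline, *Ccr2* was at 312 CPM and *Cx3cr1* at 88.1 CPM in the neutrophil libraries, against 288 and 65.0 CPM in macrophages.

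The count of DEGs was 2.81 times as high in macrophages as in neutrophils. With every library thinned to the smallest total it was 3.01 times as high. The median library total was 3379068 in macrophages and 3299174 in neutrophils with saline, and 2692858 and 3269709 with CGRP. By the median, the macrophage libraries were thus little deeper with saline and shallower with CGRP. Greater depth was therefore hardly a possible source of their higher count, and thinning could add little. The counts were 721 against 251 after a correction for GC content and 753 against 275 after one for gene length. Other settings moved the ratio further. They gave 1406 against 271 with voomWithQualityWeights and 1050 against 137 in the single fit over all 12 libraries. When a library was left out, the macrophage count was as low as 347 and the neutrophil count as low as 138. Differences in how the cells of the 2 experiments were isolated and cultured were not tested, and the cell types cannot be told apart from them.

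The receptor genes changed as well. *Ramp1* fell in neutrophils (log2 fold change −0.46, adjusted p = 3.36e-03 in limma-voom) and changed by −0.09 in macrophages (adjusted p = 0.808). *Calcrl* changed by −0.64 in neutrophils (adjusted p = 0.0864) and by −1.75 in macrophages (adjusted p = 3.35e-03). The interaction had an adjusted p of 0.319 for *Ramp1* and 0.188 for *Calcrl*. *Mrc1* changed by 0.42 in neutrophils (adjusted p = 0.563) and 0.23 in macrophages (adjusted p = 0.495).

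Of the 82 genes that were DEGs in both cell types, 4 changed in opposite directions, named after their values were seen. *Tnip3* (0.90 in neutrophils and −0.91 in macrophages), *Gadd45g* (0.87 and −0.90) and *Cd200r1* (0.78 and −0.64) were higher in neutrophils and lower in macrophages, and *Hdac5* (−0.45 and 0.95) the reverse. Across the 203 neutrophil DEGs tested in both cell types, 81.8% changed in the same direction in macrophages (Pearson's r = 0.67, Spearman's rho = 0.70, across genes, which are not independent replicates).

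In the paper's own qPCR of *Thbs1* (Extended Data Fig. 6b), the fold with CGRP computed from the paper's source values is 7.79 in neutrophils and 24.7 in macrophages. From the counts it was 5.26 and 32.5. The paper's text does not state whether the qPCR used the same cells as the sequencing.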
